# Lactate-dependent transcriptional regulation controls mammalian eye morphogenesis

**DOI:** 10.1038/s41467-023-39672-2

**Published:** 2023-07-14

**Authors:** Nozomu Takata, Jason M. Miska, Marc A. Morgan, Priyam Patel, Leah K. Billingham, Neha Joshi, Matthew J. Schipma, Zachary J. Dumar, Nikita R. Joshi, Alexander V. Misharin, Ryan B. Embry, Luciano Fiore, Peng Gao, Lauren P. Diebold, Gregory S. McElroy, Ali Shilatifard, Navdeep S. Chandel, Guillermo Oliver

**Keywords:** Developmental biology, Organogenesis, Differentiation

## Abstract

Mammalian retinal metabolism favors aerobic glycolysis. However, the role of glycolytic metabolism in retinal morphogenesis remains unknown. We report that aerobic glycolysis is necessary for the early stages of retinal development. Taking advantage of an unbiased approach that combines the use of eye organoids and single-cell RNA sequencing, we identify specific glucose transporters and glycolytic genes in retinal progenitors. Next, we determine that the optic vesicle territory of mouse embryos displays elevated levels of glycolytic activity. At the functional level, we show that removal of Glucose transporter 1 and Lactate dehydrogenase A gene activity from developing retinal progenitors arrests eye morphogenesis. Surprisingly, we uncover that lactate-mediated upregulation of key eye-field transcription factors is controlled by the epigenetic modification of histone H3 acetylation through histone deacetylase activity. Our results identify an unexpected bioenergetic independent role of lactate as a signaling molecule necessary for mammalian eye morphogenesis.

## Abstract (web summary)

Using a combination of eye organoids and mouse models the authors identify a bioenergetic independent role of lactate as a cell signaling molecule required during early stages of eye formation in mice.

## Introduction

The vertebrate retina utilizes aerobic glycolysis (Warburg effect) to convert most of the glucose into lactate, even in the presence of oxygen, similar to actively growing mitotic tumor cells^1–6^. Non-proliferative and terminally differentiated neurons in the retina are among the most metabolically active cells in our body^6–8^. Some of the key roles of metabolism in the retina have been described in some physiological and disease contexts^9–11^. Although the vertebrate retina requires both glycolysis and oxidative phosphorylation to allow functional vision initiation and maintenance, aerobic glycolysis dominates ATP production and biosynthesis even in the growing retina during development^12–15^. However, what advantage is conferred by preferentially utilizing aerobic glycolysis in retinal tissue morphogenesis is not yet known.

Metabolic choices play a pivotal role during cell proliferation and differentiation, as metabolites support energetic demands and regulate various cellular signaling processes^4,16–20^. Although the traditional role of aerobic glycolysis is to support biomass production and ATP during rapid cell proliferation and tissue growth^4^, recent work showed that graded glycolysis along the body axis participates in embryonic tissue patterning^21,22^. Intriguingly, it was also shown that during chicken embryonic development, glycolysis-mediated regulation of intracellular pH is central to control a critical cellular signaling and posttranslational modifications such as acetylation during mesodermal differentiation^23^. Furthermore, a recent study demonstrated that lactate, the end product of glycolysis, can act as a signaling molecule that directly marks lactylation, a novel type of histone modification necessary to regulate gene expression upon macrophage polarization^24–30^. Aerobic glycolysis-derived lactate appears to play a vital role in introducing an additional regulatory layer to protein modifications and epigenetic control of gene expression in the context of immune responses, disease, and embryonic development^31,32^.

The initial morphological sign of eye formation starts with the evagination of the optic vesicles (OV)^33,34^. Similar to a variety of epithelial tissues, OV formation involves dynamic cellular movements, precise regulation of cell-cell adhesion, and cytoskeletal and extracellular matrix rearrangements^34–38^. However, the mechanisms driving genetic and epigenetic programs during epithelial morphogenesis remain unclear. We previously demonstrated that embryonic stem cell-derived eye organoids are a valuable resource to characterize the cellular and molecular steps regulating mammalian eye morphogenesis^39–41^. In the present study, we evaluated the functional role of aerobic glycolysis during retinal development. Using an approach that combines the use of eye organoids and single-cell RNA sequencing (sc-RNAseq) we initially identified an enrichment in glycolytic genes, including specific glucose transporters, in retina progenitor cell clusters during optic vesicle formation. Validating this finding, we found that glucose uptake was elevated in the anterior neural plate of mouse embryos, and conditional functional inactivation of the glucose transporter 1 (*Glut1; also known as Slc2a1*) and lactate dehydrogenase A (*Ldha*) genes displayed an impairment in eye morphogenesis. Surprisingly, addition of lactate alone to cultured eye organoids was sufficient to rescue the arrest in eye morphogenesis in cultures lacking LDH activity. Using RNA sequencing (RNA-seq) and chromatin immunoprecipitation sequencing (ChIP-seq) approaches we uncovered that lactate-mediated epigenetic modification is responsible for the upregulation of a set of key eye field transcription factors required for eye morphogenesis. These results demonstrate that lactate is a signaling molecule that plays a bioenergetics-independent role during eye morphogenesis.

## Results

### Glycolysis is required for optic vesicle morphogenesis in eye organoids

To better characterize the morphological and molecular steps participating in the initial process of OV and retina progenitor formation, we used eye organoids as previously described^39^. Detailed histological and immunological comparison of early stages of OV morphogenesis using mouse embryos and mouse organoids allowed us to divide this process into four main phases (Fig. 1A–G). During phase 1 forebrain identity is acquired, in phase 2 (eye field stage^33^) weak and scattered expression of *Rax*, a critical regulator of eye morphogenesis is detected, in phase 3 OV budding starts and Rax is more prominent and localized, and finally in phase 4 the OVs fully evaginate and enlarge through a ballooning process and higher Rax expression levels are seen in the future neural retina (NR), but remain lower in the prospective retina pigment epithelium (RPE). To characterize those morphological changes in further detail we performed scRNA-seq of organoids collected prior and soon after OV evagination (phase 2 and 3, Fig. 1G). Initial bioinformatic analysis confirmed that phases 2 and 3 are transcriptionally different (Fig. 1H) and include unique cluster subtypes (Fig. 1I). These cluster subtypes were annotated using a combination of known cell fate markers identified by scRNA-seq analysis as well as genes known to be required for OV formation in vivo^42^. These optic vesicle and anterior neural plate cell subtypes were validated using the available mouse embryo’s scRNAseq dataset^43,44^ (https://marionilab.cruk.cam.ac.uk/MouseGastrulation2018/).

**Fig. 1:**
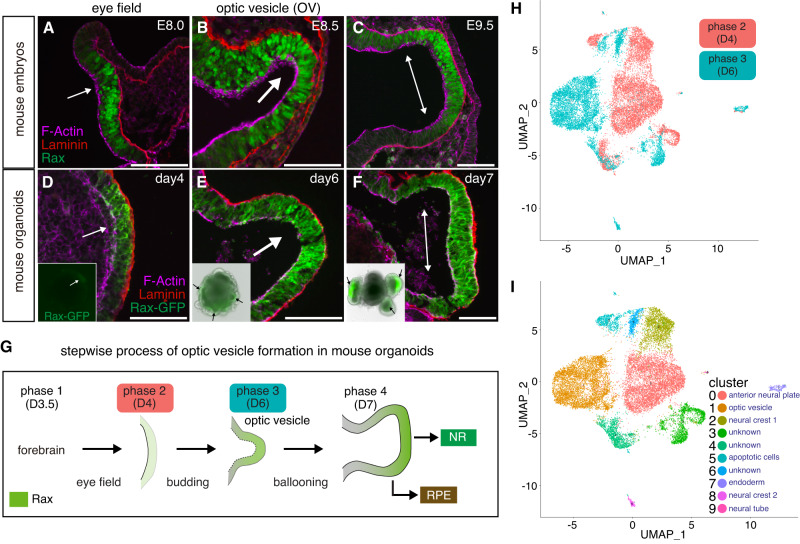
Single cell transcriptomics of mouse eye organoids during optic vesicle evagination. **A**–**F** Immunostaining of sections of optic vesicles from mouse embryos and eye organoids was performed using Laminin, Rax and GFP antibodies. DAPI and Phalloidin were used to label nuclei and F-actin, respectively. Insets show the merged images with bright fields and GFP channels at each embryonic and organoid stage. Black arrows in insets indicate evaginating OVs. Representative micrographs are shown as similar results were obtained from three independent experiments. **G** Schematic diagram showing the processes of OV evagination in eye organoids divided into four main phases. During phase 1 (day 3.5), forebrain identity is acquired; in phase 2 (day 4), weak and scattered Rax expression starts to be detected (eye field stage); in phase 3 (day 6), OV budding starts and Rax expression is increased; in phase 4 (day 7), through a ballooning process OVs fully evaginate and enlarge, and Rax expression its higher in the future neural retina territory (NR). Regions with lower levels of Rax expression will become the retina pigment epithelium (RPE). **H** Following single-cell RNA sequencing (scRNAseq) of the eye organoids, *t*-SNE plot analysis of phase 2 and phase 3 shows the obvious transcriptomic differences between these 2 stages. **I** *t*-SNE plot analysis shows each transcriptionally distinguishable cluster by unique colors. The bioinformatic analysis partitioned the cells of those two phases into 10 groups (clusters 0–9 are visualized using *t*-SNE). Each cell type is annotated based on a combination of known cell fate markers. Scale bars, 100 µm (**A**–**F**).

It has been reported that glucose uptake in the developing tooth epithelia plays a crucial functional role in tissue morphogenesis, as blocking the activity of *Glut1/2* causes metaplasia of dental epithelial tissues^45^. In addition, high D-glucose stimulates *Pax2* gene expression and controls ureteric bud branching morphogenesis^46^. During early development, the initial glycolysis step is mediated by Glut1/3 transport of extracellular glucose inside cells^47,48^. Using UMAP and violin plot analysis of the scRNA-seq data we identified the expression of the two glucose transporter genes *Slc2a1 (Glut1)* and *Slc2a3 (Glut3)* and of the glycolytic enzyme *Ldha* in the OV and anterior neural plate subtypes (Fig. 2A). To determine whether glycolysis has any functional role during eye morphogenesis we added to the cultured eye organoids 2-deoxy-glucose (2-DG), a competitive inhibitor of glycolysis (Fig. 2B). Interestingly, 2-DG arrested OV morphogenesis, as indicated by the lack of Rax-GFP^+^-expressing OVs and by the reduction in the expression levels of typical eye markers such as Rax and Six3 (Fig. 2C–F). We next depleted the last step of glycolysis by inhibiting LDHA activity, an enzyme involved in the generation of lactate from pyruvate and the regeneration of NAD^+^^49^. Surprisingly, use of the specific chemical inhibitor GNE-140 (LDHi)^50^ to block LDH activity was sufficient to mimic the phenotype observed upon glucose inhibition, resulting in an arrest in OV morphogenesis and a reduction in the expression levels of Rax and Six3 (Fig. 2B, G, H). Quantification analysis further validated this observation, as the expression of the main eye field transcription factors was significantly reduced in the presence of GNE-140 (Fig. 2I). No significant toxicity produced by the addition of either 2-DG nor GNE-140 was observed (Supplementary Fig. 1A). Depletion of LDH activity after phase 2 did not show any major alteration in OV morphogenesis (Supplementary Fig. 1B). These results argue that glycolysis plays a critical role during OV morphogenesis in eye organoids.

**Fig. 2:**
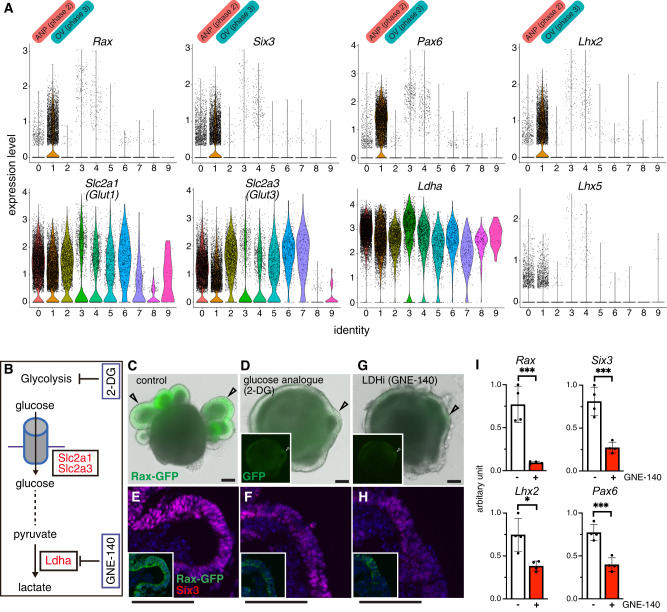
Glycolysis regulates optic vesicle morphogenesis in eye organoids. **A** Violin plots identify higher expression of the early eye differentiation markers *Six3, Rax, Pax6* and *Lhx2* on cluster 1. They also express *Slc2a1* (*Glut1*), *Slc2a3* (*Glut3*) and *Ldha*. *Lhx5* is a forebrain marker. **B**–**H** Pharmacological inhibition of glucose catabolism and LDH activity by 2-Deoxy-d-Glucose, 2-DG (2 mM) and GNE-140 (20 µM) respectively, shows that formation of RaxGFP^+^-expressing OVs (arrowheads) is arrested and the expression levels of eye markers such as Rax and Six3 is severely reduced (**E**, **F**, **H**). Insets indicate Rax-GFP expression (**D**–**H**). Representative micrographs are shown as similar results were obtained from three independent experiments (**C**–**H**). **I** Quantitative PCR analysis of a set of key eye field transcription factors known to be necessary during the process of eye morphogenesis. Scale bars, 100 µm (**C**–**H**). Unpaired Student’s *t* test (two-tailed) was performed (**I**). * or *** indicates a *p*-value is less than 0.05, or 0.001, respectively (**I**). Data are presented as mean values +/−SEM (**I**). Source data are provided as a Source Data file. *n* = 3 biologically independent experiments were performed.

### *Glut1* and *Ldha* activity are required for eye morphogenesis in mouse embryos

It has been reported that glycolysis regulates tail bud development in a region-specific fashion^21^. To evaluate the in vivo physiological roles of glycolysis during eye morphogenesis we first took advantage of dissected mouse embryos to monitor glucose uptake across the neural plate. To do this, we incubated wild-type (WT) embryos in eye organoid’s medium (RDM) containing the fluorescent tracer 2-NBDG. Intriguingly, specific strong uptake signal was detected mostly in the presumptive OVs territory within the anterior neural plate (Fig. 3A, B). Half a day later, while the signal in the OVs remained, it was also evident in the midbrain and tail bud (Fig. 3C). Consistent with this observation, Glut1 and Glut3 are reported to be expressed in the presumptive OV territory, although Glut1 expression is higher than that of Glut3^51^. It was previously described that *Glut1* null embryos have severe growth retardation and major morphological abnormalities, including the lack of visible eyes^52^. To functionally validate the activity of the glucose transporter in vivo, we took advantage of available *Glut1* mutant mice to evaluate whether this gene is responsible for the observed glucose uptake. As shown in Fig. 3E, glucose tracer uptake was impaired in the presumptive OV territory of these mutant embryos when compared with that in their heterozygous littermates (Fig. 3D). This result suggests that Glut1 likely mediates glucose uptake in the developing eye territory. This outcome led us to question whether the eye field fate or lineage has a causal relationship with the observed glucose uptake impairment. To test this possibility, we took advantage of *Rax* and *Six3* null embryos whose rostral neural identity, including the eye field is completely missing^53,54^. Surprisingly, we also observed a substantial reduction of the glucose tracer signals in the rostral most part of *Rax* and *Six3* mutant embryos (Fig. 3F–J). These results suggest that Rax and Six3-promoted eye identity is required for tissue-specific glucose uptake during mouse eye formation.

**Fig. 3:**
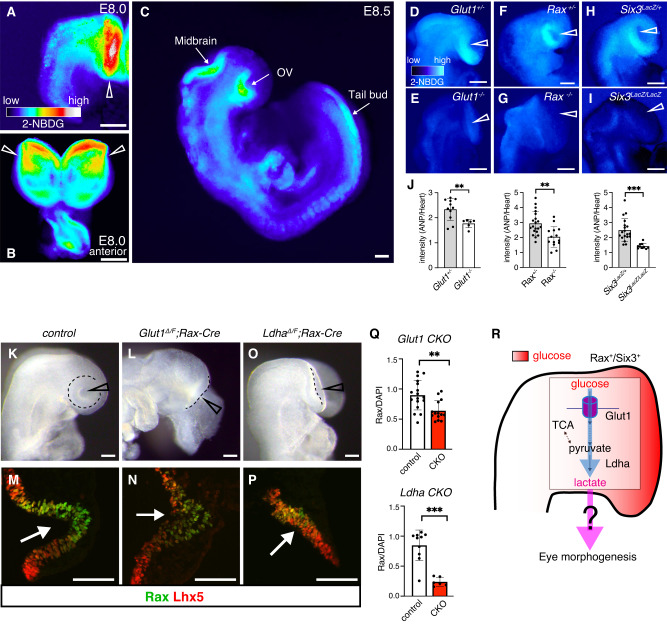
Active glucose uptake takes place in the eye field territory of mouse embryos. **A**–**C** A strong glucose uptake signal was initially detected mostly in the presumptive OVs at E8.0 (arrowheads), and in the midbrain and tail bud region at the 5-6 somite stage (E8.5). Representative micrographs are shown as similar results were obtained from three independent experiments. **D**–**I** Glucose tracer uptake was impaired in the presumptive OV territory of *Glut1*, *Rax* and *Six3* mutant embryos compared with that in their heterozygous littermates. **J** Quantification of 2-NBDG fluorescence intensity in those embryos. 2-NBDG intensity in the anterior neural plate (ANP) was measured relative to the heart primordium. **K**–**P** Bright field images and immunostaining showing that OV morphogenesis in *Glut1* and *Ldha* conditional null embryos was impaired. Rax expression was reduced, while expression of the forebrain marker Lhx5 was not dramatically affected in those mutant embryos. The Delta allele was generated by germline deletion using *Ella-Cre mice*. Only one flox allele remains upon conditional Cre expression. **Q** Quantification of Rax expression relative to DAPI signals. **R** Schematic representation of the glycolysis process during eye morphogenesis. Scale bars, 100 µm (**A**–**I**, **K**–**P**). Unpaired Student’s *t* test (two-tailed) was performed (**J**, **Q**). ** or *** indicates a p-value is less than 0.01 or 0.001, respectively (**J**, **Q**). Data are presented as mean values +/−SEM (**J**, **Q**). Source data are provided as a Source Data file. *n* = 3 biologically independent experiments were performed.

To conclusively evaluate whether *Glut1* activity is physiologically required during eye morphogenesis, we generated conditional null embryos using the eye field specific *Rax-Cre* mouse strain^55^. Interestingly, *Glut1* conditional mutant embryos showed impaired eye structures at E8.5 (Fig. 3K, L). To characterize the mutant phenotype in further detail, we performed immunostaining using Rax and the forebrain marker Lhx5^56^. Supporting the result discussed above, in mutant embryos Rax expression was reduced (Rax activity is critical to induce the eye field territory and OV evagination^53^), whereas that of Lhx5 appears normal (Fig. 3M, N). It was recently shown that lactate production is correlated with lung branching morphogenesis, as Ldha displayed specific expression in a region where the distal lung buds progressively grow^57^. Homozygous null *Ldha* embryos are early lethal after implantation, probably because impairing glycolysis results in the loss of the main source of ATP^58^. Because of this early lethality, to impair lactate production in the eye territory we generated *Ldha;Rax-Cre* conditional null embryos. Similar to *Glut1* conditional null embryos, we found that OV formation is arrested and Rax expression is severely reduced in these mutant embryos (Fig. 3O, P). Quantification analysis performed in *Glut1;Rax-Cre* and *Ldha;Rax-Cre* conditional null embryos corroborated the significant reduction in the expression of the eye developmental marker Rax (Fig. 3Q). This reduction and the arrest in OV formation in *Glut1* mutant embryos were not as severe as in *Ldha* mutant embryos (Fig. 3L–Q). We cannot rule out the possibility that other glucose transporters in the OVs could play a compensatory role and partially restore OV morphogenesis. These results revealed that glycolysis is essential for eye morphogenesis in vivo (Fig. 3R).

### Fate tracing of glucose identified elevated lactate levels in eye organoids

To characterize glycolysis-derived metabolites that might participate in eye morphogenesis we used a glucose fate-tracing approach. Glucose is catabolized by glycolysis to pyruvate that can be converted into alanine, lactate or enter mitochondria^59^. Glucose can also enter multiple branched pathways from glycolysis including the hexosamine, pentose phosphate, and de novo serine biosynthetic pathways^59^. To identify the endogenous biochemical cascade in OV progenitor cells, we performed a direct quantification of glucose consumption using ^13^C-glucose tracing experiments followed by liquid chromatography–mass spectrometry (LC-MS/MS) analysis to profile downstream metabolites and their dynamics inside a cell^60^. A major analytical challenge with this procedure is the amount of material that can be obtained per embryo, and the certainty that they are all at the correct developmental stage. To avoid this problem, we took advantage of the eye organoids to pool 50 organoids per time point and/or condition. Because the natural abundance of isotopic metabolites in the early eye organoids has not yet been reported, we have initially performed LC-MS/MS without exogenous isotopic labeling to show the natural abundance of isotopic carbons. The natural abundance of M + 1 isotopologues was less than 5% for every metabolite measured, whereas for the M + 2/4 TCA cycle and other glycolytic intermediates it was essentially 0. For any higher-order labeling more than M + 2, natural abundance was undetectable in most metabolites (Supplementary Fig. 2A, B). The exception was the natural abundance of M + 3 labeled lactate that is approximately 4% (the average 3.97 SEM +/−2.00%, Supplementary Fig. 2B). Next, eye organoids were cultured in medium containing uniformly labeled ^13^C-glucose, and the label propagation in glycolytic metabolites was measured at several time points within the first 120 min after the addition of ^13^C glucose. Amongst all detected glycolytic intermediates, the majority of ^13^C glucose-derivatives was lactate, while citrate, one of the signature metabolites of the TCA cycle exhibited extremely low levels over the entire labeling measurement (Fig. 4A). Intriguingly, half of the glycolytic lactate became labeled in the first 15 min and saturated up to 80% (Fig. 4A). By contrast, citrate in the TCA cycle took 1 h to reach steady state, wherein only about 20% of the citrate pool was ^13^C labeled (Fig. 4A). As shown in Fig. 4B, labeling was reduced in TCA cycle metabolites as the cycle progressed, while pyruvate production reached more than 90% (Supplementary Fig. 3A). This initial isotopic labeling analysis indicates less activity of the TCA cycle in the eye organoids. It is also important to collect all the intermediate metabolites over the given period during the time-course analysis, as the TCA cycle undergoes multiple rounds^61,62^. Thus, we also measured M4, M5, M6 of TCA cycle metabolites and pyruvate carboxylase mediated M1 and M3 labeled metabolites. However, as the labeling through the TCA cycle is limited in these organoids (Fig. 4B and Supplementary Fig. 3B), we observed little to no labeling of M + 4 intermediates, indicating that over two hours only one turn of the TCA cycle occurred. Regarding other intermediates, we found no detectable M + 1,3,5 labeling indicating that pyruvate carboxylase activity in these organoids was negligible. Critically, unlike LDH inhibition, functional inhibition of the mitochondrial pyruvate transporter (MPC) by UK5099^63^ did not prevent *Rax* expression (Supplementary Fig. 3C, D).

**Fig. 4:**
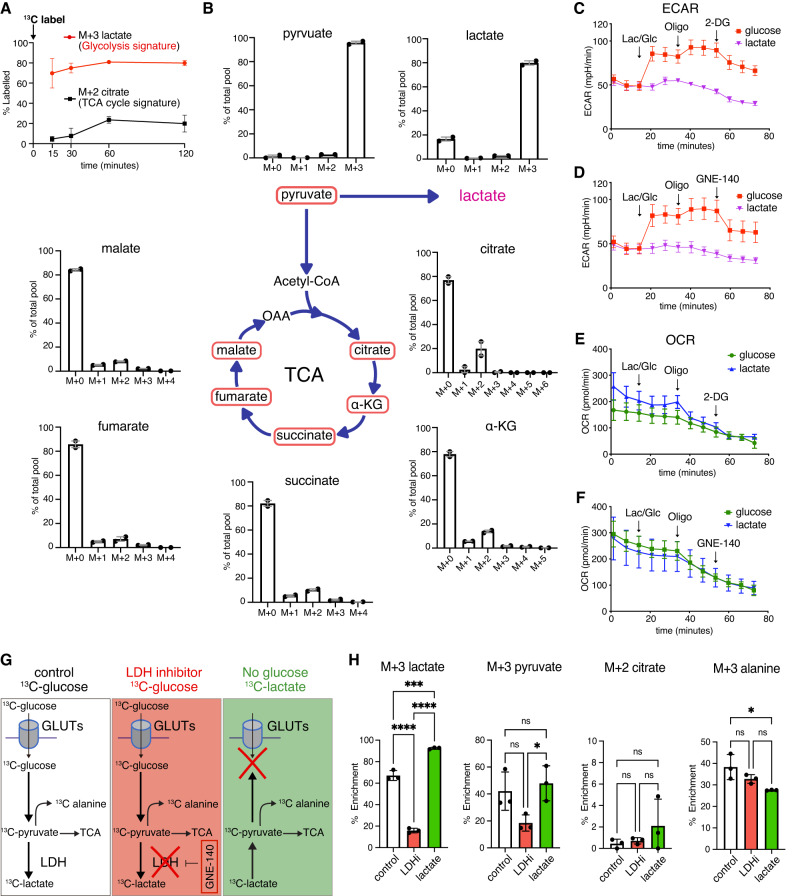
^13^C-isotope labeling reveals the profile of glycolytic intermediates during eye morphogenesis. **A**, **B** The direct quantification of glucose consumption using ^13^C glucose time-course tracing was performed in cultured eye organoids and measured by LC-MS/MS analysis. Amongst all detected glycolytic intermediates, the main ^13^C glucose-derivatives were pyruvate and lactate, while the levels of citrate, one of the signature metabolites of the TCA cycle were extremely low. The M + 0, M + 1, M + 2 and M + 3 metabolites were measured as % of the total pool to distinguish unlabeled and labeled metabolites. The labeled lactate during glycolysis saturated up to 80%. In the TCA cycle, citrate shows that only about 20% of the succinate pool was ^13^C labeled. **C**–**F** To evaluate glycolysis and mitochondrial respiration, seahorse analysis was performed to measure eye organoids-derived extracellular acidification rate (ECAR) and oxygen consumption rate (OCR). Injecting glucose (Glu) elevated ECAR whereas lactate (Lac) did not. Oligomycin (Oligo), an inhibitor of ATP synthase necessary for oxidative phosphorylation further increased ECAR levels. Subsequent addition of either 2-DG or GNE-140 depleted the ECAR to the basal level. **G**, **H** ^13^C-glucose labeling under three conditions: ^13^C-glucose = control (white scheme), ^13^C-glucose + LDHi = LHDi (red scheme), ^13^C-lactate in glucose free media mimicking the lack of glucose uptake = lactate (green scheme). Treatment with LDHi (which prevents OV morphogenesis) significantly reduced ^13^C-labeled lactate; however, it did not change the levels of pyruvate, citrate and alanine. ^13^C-lactate was not dramatically metabolized into TCA cycle specific metabolites as seen in M + 2 citrate. One-way ANOVA followed by Tukey’s post-hoc test was performed (**H**). ****p < 0.0001, ***p < 0.001, *p < 0.05, n.s. not significant (**H**). Data are presented as mean values +/−SEM (**H**). Source data are provided as a Source Data file. *n* = 3 biologically independent experiments were performed.

To further evaluate glycolysis and mitochondrial respiration, Seahorse analysis was performed to measure eye organoids-derived extracellular acidification rate (ECAR) and oxygen consumption rate (OCR). We observed that as expected, glucose administration increased ECAR which was further increased with oligomycin treatment that blocks the mitochondria electron transport process (Fig. 4C, D). Treatment with either 2-DG or LDHi significantly reduced ECAR (Fig. 4C, D). It is worth noting that addition of lactate, the final glycolysis product, did not show any noticeable change of ECAR, which explains the dynamic change in acidity originated mainly from glycolysis through the initial metabolite source, glucose. By striking contrast, OCR did not show any significant difference between glucose and lactate addition (Fig. 4E, F). Furthermore, the addition of either glucose or lactate had no influence on OCR, indicating a minimal use of these substrates for TCA metabolism. This metabolite profiling and the results from the functional ablation of MPC strongly suggest that glucose in OV progenitors is preferentially metabolized into lactate rather than into TCA metabolism. Collectively, it is possible that glucose-derived lactate functionally participates in eye developmental programs.

As stated above, glucose can be fated into multiple branched signaling pathways. To examine the potential involvement of all the metabolites detected in the initial time-course tracing analysis, we performed ^13^C-glucose labeling under three conditions: ^13^C-glucose medium (control), ^13^C-glucose + LDHi medium (LDHi) and ^13^C-lactate in glucose-free medium (lactate) (Fig. 4G). Because the activity of LDHA is required for lactate production, the addition of its inhibitor significantly reduced M + 3 lactate (Fig. 4H). As expected, lactate was detected by the exogenously added ^13^C-lactate in the absence of exogenous glucose (Fig. 4H). On one hand, the TCA metabolites citrate and succinate did not change significantly by blocking LDH activity (Fig. 4H and Supplementary Fig. 4A). The result agrees with the proposal that TCA metabolites are unlikely to participate in the active process of OV morphogenesis. However, another possibility could be that alanine, which is further metabolized from pyruvate and was ^13^C-labeleled in our assay (Supplementary Fig. 3E), also participates in the process of eye morphogenesis^64^. However, this alternative was not validated by our assay showing that depletion of LDH activity did not cause any reduction in ^13^C-labeleled alanine (Fig. 4H). Importantly, LDH depletion or ^13^C-lactate addition also failed to reduce or rescue M + 3 glycerate labeling, respectively (Supplementary Figs. 3E and 4B). Lastly, LDH inhibition had no effect on nucleotide synthesis and ^13^C-lactate labeling failed to rescue nucleotide labeling in the absence of glucose (Supplementary Fig. 4C), suggesting that OV morphogenesis is independent of the pentose-phosphate pathway. In summary, this analysis demonstrates that lactate likely plays a direct role in OV morphogenesis.

### Lactate mediates eye morphogenesis

LDH activity has multiple roles in the glucose pathway, including the production of lactate that can be converted back into pyruvate^65^. As seen in Fig. 4H, isotopic labeling analysis showed that pyruvate was converted from exogenous ^13^C lactate. Accordingly, we evaluated whether pyruvate could rescue the loss of OV morphogenesis caused by the addition of the LDH chemical inhibitor GNE-140 (Supplementary Fig. 5A). To facilitate pyruvate incorporation inside the cells, we added a membrane-permeable form of pyruvate^66^ to the eye organoids in the presence of GNE-140. However, no noticeable rescue was observed by the addition of methyl-pyruvate (Supplementary Fig. 5B, C). It has been reported that glycolysis-produced lactate plays a pivotal role in pH modulation during mesodermal differentiation in tail bud development^23^. To test whether pH controls eye morphogenesis, we used media that changes pH in a graded fashion in the presence of the LDH inhibitor. Intracellular pH (pHi) responds to changes in extracellular pH (pHe) when a cell re-balances transmembrane acid–base fluxes that alters steady-state pHi^67^. Unlike the mechanism in tail bud development, lowering the pH did not show any noticeable change in OV morphogenesis and did not rescue *Rax* expression levels (Supplementary Fig. 5D, E). Next, we tested if lactate itself could rescue the eye defects. Surprisingly, addition of sodium L-lactate, which does not change the pH, significantly rescued the defect in eye morphogenesis in the presence of either 2-Deoxy-D-glucose or GNE-140 (Fig. 5A, B and Supplementary Fig. 5F, G). Quantification analysis using qPCR confirmed that *Rax* and *Six3* expression is also rescued by the addition of lactate (Fig. 5C). To further validate this important observation in vivo we took advantage of our organoid system^41^ to genetically delete *Ldha* in the anterior neural plate. *Ldha*^*flox/delta*^*;Rax-Cre* blastocysts were used to isolate ESCs for the eye organoid differentiation assay (Fig. 5D and Supplementary Fig. 6A). Initially, day 3 *Ldha* CKO organoids expressed Ldha in the surrounding neural ring (Supplementary Fig. 6B). By day 7, *Ldha* CKO organoids exhibited successful deletion of LDHA expression in Rax-expressing cells; LDHA expression remained in heterozygous organoids (Supplementary Fig. 6C). As expected, in the mutant organoids expression of the developmental eye markers *Rax* and *Six3* was reduced significantly, while that of the pan-neural marker *Sox2* was not affected (Supplementary Fig. 6D). Next, we found that lactate addition was sufficient to rescue the OV defects in the CKO organoids (Fig. 5D–F) and as expected, expression of typical eye developmental markers was elevated (Fig. 5G–I).

**Fig. 5:**
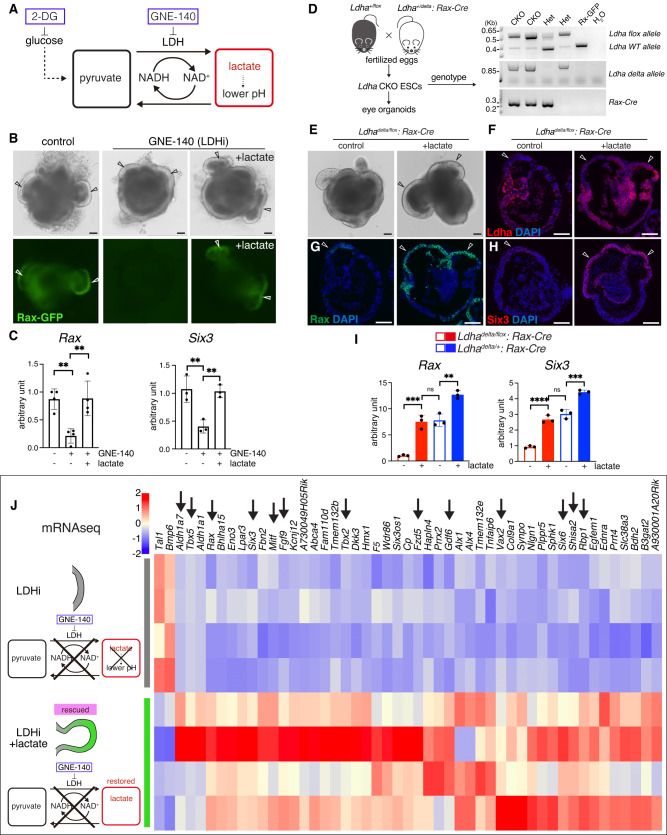
Lactate is required for eye morphogenesis by regulating eye transcriptional programs. **A**, **B** The addition of sodium L-lactate, which does not change the pH, significantly rescued the OV phenotype (arrowheads) in the presence of 20 µM GNE-140 (LDHi). **C** Quantification analysis using RT-qPCR confirmed that *Rax* and *Six3* expression were also rescued by the addition of sodium L-lactate (25 mM). **D** Generation and genotyping of *Ldha*^*delta/flox*^*;Rax-Cre* conditional mouse embryos (CKO) and derivation of ESCs. The delta allele was generated by germline deletion using *Ella-Cre* mice. Only one flox allele remains upon conditional Cre expression. Representative micrographs are shown as similar results were obtained from three independent experiments. **E** Genetic deletion of LDHA in the eye field-specific region leads to defects in optic vesicle formation in *Ldha* mutant organoids. The addition of lactate rescued the eye defects as indicated by the formation of OVs (arrowheads). **F**–**I** Immunostaining and RT-qPCR analyses showed that *Ldha*-depleted organoids recovered Rax and Six3 expression in the presence of 25 mM lactate (arrowheads); however, Ldha expression in the mutant OVs is not detected (**F**). **J** RNA-sequencing was performed to compare LDH block (LDHi) vs LDHi plus sodium L-lactate. Addition of lactate resulted in significant transcriptional changes as indicated by heatmap analysis that identified changes in the expression of various genes known to regulate eye formation (arrows). Scale bars, 100 µm (**B**, **E**–**H**). One-way ANOVA followed by Tukey’s post-hoc test was performed (**C**, **I**). ****p < 0.0001, ***p < 0.001, **p < 0.01, n.s. not significant (**C**, **I**). Data are presented as mean values +/−SEM (**C**, **I**). Source data are provided as a Source Data file. *n* = 3 biologically independent experiments were performed.

### Lactate drives transcriptional programs for tissue morphogenesis

Lactate production can regulate a wide variety of biological processes, including angiogenesis, hypoxia, and immune cell function^68–70^. However, little is known about its possible transcriptional impact on signaling pathways regulating tissue morphogenesis. To identify lactate-driven transcriptomic regulation we performed RNA-seq comparing control organoids vs LDHi treated organoids and LDHi treated vs LDHi treated plus lactate (condition that rescues the OV defect). 

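Bulk RNA was sequenced from eye organoids grown from mouse embryonic stem cells that carry GFP at 1 allele of Rax. Control organoids were compared with organoids given GNE-140, an inhibitor of lactate dehydrogenase, at 20 µM for 3 days (LDHi) and with organoids given GNE-140 and 25 mM sodium L-lactate (LDHi+lactate). Each group held 4 libraries, numbered 1 to 4, and the paper states 4 independent experiments. The sample labels give day 7 of culture for all 12 libraries. The labels state a pretreatment with lactate for 12 h before GNE-140, whereas the paper's methods state that lactate was added in the presence of GNE-140. The authors trimmed the reads with cutadapt, aligned them to mm10 with STAR and counted them per gene with HTSeq 0.6.1p1. The values used here are these raw counts, which sum to 25209097 to 48271386 per control library (median 36005974.5), 22174002 to 46881759 per LDHi library (33884694) and 29255114 to 42489921 per LDHi+lactate library (33601810.5). The paper's methods give a number of reads for the sequencing without saying which libraries it covers, and the values here rest on the counts.

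Differences were tested with edgeR's quasi-likelihood test on counts scaled by TMM, over the 17721 genes kept by its filter on low counts, with all 12 libraries in 1 model. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05, the threshold that the paper states. The paper does not say that a library's number marks an experiment shared by the 3 groups, so the planned model held the treatment alone. Libraries of different groups with the same number deviated from their group means together, with correlations across genes of 0.329 to 0.634 (12 pairs), against -0.22 to 0.197 for different numbers within replicates 1 and 2 or within replicates 3 and 4 (12 pairs). The replicate number was therefore also used as a block, beside the main model. The labels give the cell type as eye organoid for replicates 1 and 2 and as retina progenitors for replicates 3 and 4, whereas the paper's methods name eye organoids alone. The first set held 37284585 to 48271386 counts per library and the second 22174002 to 29919036. A term for the set called 4949 genes, while no gene was called for a different effect of treatment in the 2 sets by edgeR, with 694 genes at an unadjusted p under 0.05 for LDHi against control and 239 for LDHi+lactate against LDHi.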

To identify lactate-dependent transcriptional changes, we initially performed a direct comparison with (LDHi+lactate) or without (LDHi) lactate. Surprisingly, heatmap representation revealed that addition of lactate resulted in significant transcriptional changes, including that of various genes known to be necessary for eye morphogenesis (Fig. 5J). 

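Genes of the developing eye rose when lactate was added to LDHi-treated organoids. Hmx1, a homeobox gene of the retina, had 1.29 ± 0.786 CPM (counts scaled to the effective library size; SD, n = 4) in LDHi, 19.4 ± 9.35 in LDHi+lactate and 31.8 ± 7.59 in control organoids. Its log2 fold change with lactate was 3.98 (standard error 0.34, adjusted p = 0.0044 from edgeR with the replicate block). Mab21l1, which is required for lens and eye development, rose by a log2 fold change of 2.17 (standard error 0.31, adjusted p = 0.0213). Abca4, a lipid transporter of the retina, rose by 2.07 (standard error 0.32, adjusted p = 0.0248), and Col9a1, a chain of type IX collagen, by 2.42 (standard error 0.38, adjusted p = 0.0248). The long noncoding RNAs A930001A20Rik and Gm26709 both had log2 fold changes of 2.50 (adjusted p = 0.0437 and 0.0248). LDHi+lactate replicate 2 was the lowest of its group for A930001A20Rik, at 0.49 CPM, against 1.77 to 2.06 in the others. Gm26709 starts at 72945807 on chromosome 12, beside Six6, which ends at 72944899.

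Fewer genes were lower with lactate. Among them were Cdx2, a caudal homeobox gene, at a log2 fold change of -0.70 (standard error 0.13, adjusted p = 0.0455), the Krüppel-like factor Klf8 at -0.49 (standard error 0.07, adjusted p = 0.0248), the forebrain gene Dmrta2 at -0.65 (standard error 0.12, adjusted p = 0.0462) and Gm3764 at -1.19 (standard error 0.20, adjusted p = 0.0352). With the replicate block, 101 genes were higher and 12 were lower in LDHi+lactate than in LDHi, and all 113 moved 1 way in 4 of 4 replicates. Without the block, edgeR called 0 genes. The smallest adjusted p was then 0.0572, for Hmx1, and 603 genes had an unadjusted p under 0.05. DESeq2 called 54 higher and 2 lower without the block, and 355 higher and 132 lower with it. The LDHi and LDHi+lactate libraries did not overlap in 2.1% of the genes tested. By chance this would be 2.86% for unpaired libraries. Libraries with the same number deviated together, so this value cannot show whether lactate separated more or fewer genes than chance. The blocked count of higher genes fell to 8 without replicate 1, 3 without replicate 2 and 10 without replicate 3, and was 104 without replicate 4. That of lower genes fell to 0, 0 and 1 without replicates 1, 2 and 3, and was 10 without replicate 4. Hmx1 stayed called without any 1 replicate, and the other genes named lost the call without at least replicates 1 and 2 (adjusted p = 0.0597 to 0.294).

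**Figure D1:**
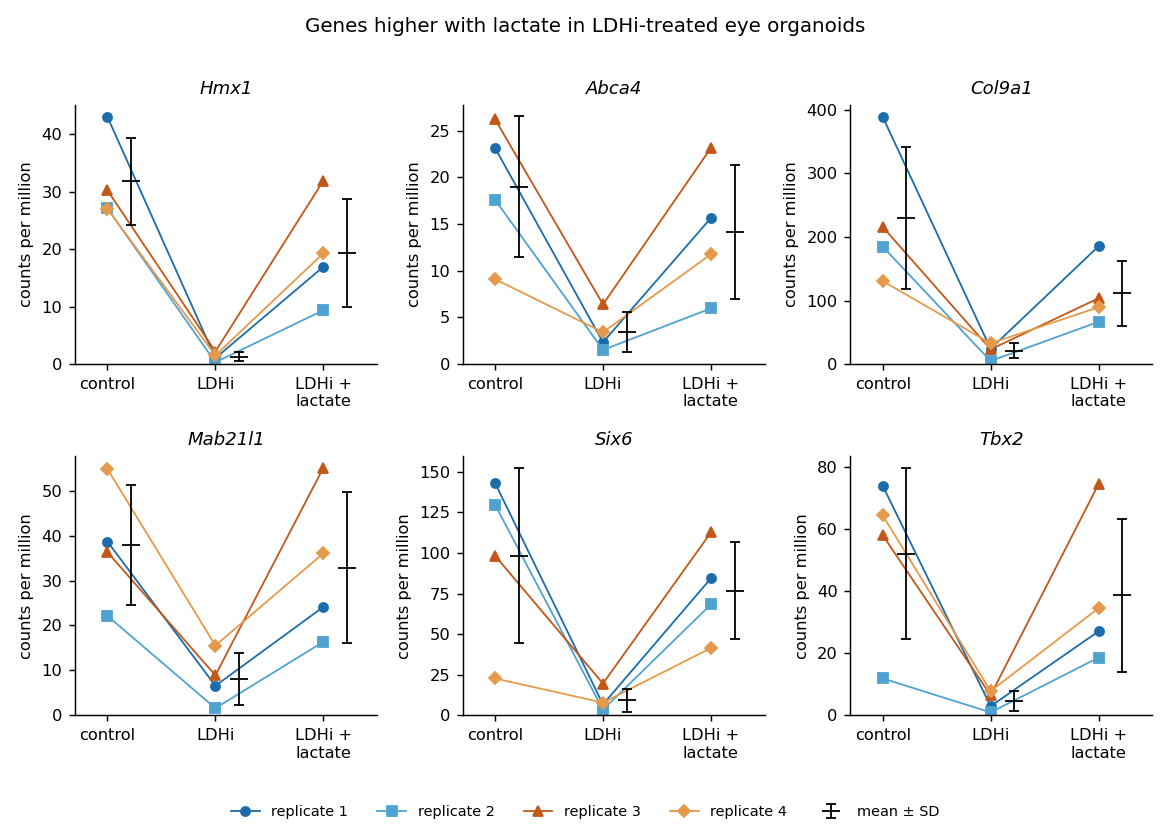
CPM, counts scaled to the effective library size (linear axis from 0), of 6 genes in control, LDHi and LDHi+lactate eye organoids. Each line joins the 3 libraries with the same replicate number, and black bars show the mean and SD of 4 libraries; Hmx1 averages 1.29 in LDHi and 19.4 in LDHi+lactate.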

Intriguingly, the eye field transcriptional factors *Six3*^71^ and *Rax*^53^ were both upregulated by lactate concomitant with the rescue in eye formation. Furthermore, we identified upregulation of additional genes known to regulate eye morphogenesis such as *Fzd5, Shisa2, Tbx2* and *Pax2* whose expression changed dramatically upon functional depletion of Ldha and lactate addition (Fig. 5J). 

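Rax (ENSMUSG00000024518) lies on chromosome 18 of mm10 from 65928277 to 65939787, on the minus strand. It had 26.6 ± 10.4 CPM in control organoids, 6.6 ± 4.38 in LDHi and 24.1 ± 7.04 in LDHi+lactate (SD, n = 4 libraries each). It fell with LDHi, at a log2 fold change of -2.03 (standard error 0.42, adjusted p = 0.0247 from edgeR). With lactate it rose by 1.99 (standard error 0.27, adjusted p = 0.0142 from edgeR with the replicate block), and the difference did not pass without the block (1.88, standard error 0.42, adjusted p = 0.502). The organoids carry GFP at 1 Rax allele. In LDHi replicate 3, Rax had 13.2 CPM, against 4.15 to 4.65 in the other LDHi libraries. Its call with LDHi was lost without control replicate 1 or 3 or LDHi replicate 1, 2 or 4 (adjusted p = 0.0612 to 0.0889), and its blocked call with lactate without replicate 1, 2 or 3 (0.0544 to 0.094).

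Six3 (ENSMUSG00000038805) lies on chromosome 17 from 85613608 to 85629302, on the plus strand. It had 88.4 ± 25.4 CPM in control organoids, 38.0 ± 10.2 in LDHi and 81.0 ± 27.3 in LDHi+lactate. Its log2 fold change was -1.22 with LDHi (standard error 0.27, adjusted p = 0.0311 from edgeR) and 1.07 with lactate (standard error 0.17, adjusted p = 0.0248 with the replicate block, and 0.601 without it). Six3 overlaps the antisense transcript Six3os1, which held 46899 counts over the 12 libraries, against 29320 for Six3, and the strand setting of the counting is not given in the sources used here. LDHi+lactate replicate 3 was the highest of its group for Six3, at 122.0 CPM, against 64.0 to 71.3 in the others. For both genes, every LDHi+lactate library was above every LDHi library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). This test takes the libraries as unpaired. With 4 pairs the smallest exact p is 0.125, so a paired exact test could not pass. In replicates 1 and 2, the log2 fold change with lactate was 2.23 for Rax and 1.05 for Six3, and in replicates 3 and 4 it was 1.78 and 1.10. The call of Six3 with LDHi was lost without control replicate 1 or 3 or LDHi replicate 1, 2 or 4 (adjusted p = 0.076 to 0.1), and its blocked call with lactate without replicate 2 or 3 (0.102 and 0.2).

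**Figure D2:**
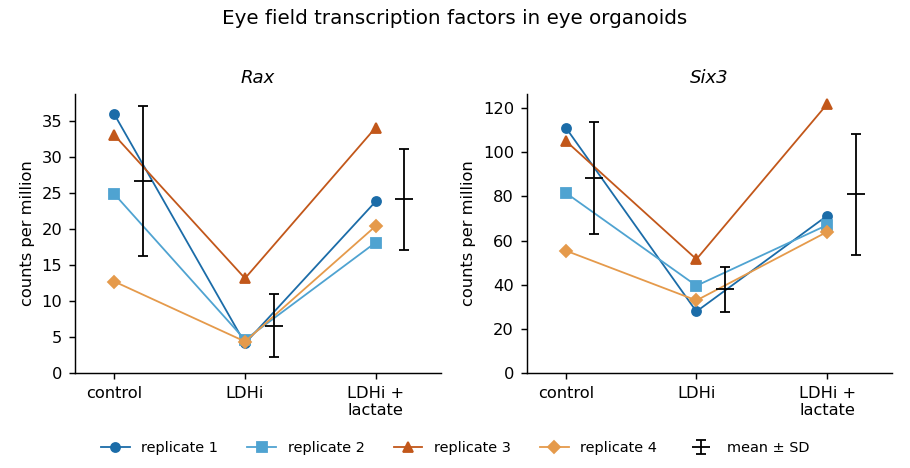
CPM, counts scaled to the effective library size (linear axis from 0), of Rax and Six3 in control, LDHi and LDHi+lactate eye organoids. Each line joins the 3 libraries with the same replicate number, and black bars show the mean and SD of 4 libraries; Rax averages 6.6 in LDHi and 24.1 in LDHi+lactate.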

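Tbx2, Shisa2 and Pax2 fell with LDHi and rose with lactate. Tbx2 (ENSMUSG00000000093, chromosome 11, 85832551 to 85841948) had 52.1 ± 27.6 CPM in control organoids, 4.61 ± 3.16 in LDHi and 38.7 ± 24.7 in LDHi+lactate (SD, n = 4). The control value of replicate 2, 11.9 CPM, was the lowest of its group, against 58.1 to 74.0 in the others. Its log2 fold change was -3.53 with LDHi (standard error 0.70, adjusted p = 0.0217 from edgeR) and 3.24 with lactate (standard error 0.38, adjusted p = 0.00813 with the replicate block). Shisa2 (ENSMUSG00000044461, chromosome 14, 59625308 to 59631660) had 286.0 ± 131.0 CPM in control organoids, 63.1 ± 26.3 in LDHi and 219.0 ± 56.7 in LDHi+lactate. Its log2 fold change was -2.18 with LDHi (standard error 0.40, adjusted p = 0.0159) and 1.78 with lactate (standard error 0.32, adjusted p = 0.0401 with the block). Pax2 (ENSMUSG00000004231, chromosome 19, 44756045 to 44837871) changed by -2.16 with LDHi (standard error 0.52, adjusted p = 0.0452) and by 2.14 with lactate (standard error 0.38, adjusted p = 0.0376 with the block). Control replicate 4 was the lowest of its group for Pax2, at 17.8 CPM, against 41.3 to 47.0 in the others. The calls with LDHi were lost for Shisa2 without LDHi replicate 2 (adjusted p = 0.06), for Tbx2 without control replicate 1 or 3 or LDHi replicate 1, 2 or 3 (0.053 to 0.0615), and for Pax2 without control replicate 1, 2 or 3, LDHi replicate 1, 2 or 4 or LDHi+lactate replicate 1 or 4 (0.0552 to 0.124). With lactate, the blocked calls of Shisa2 and Pax2 were lost without replicate 1, 2 or 3 (0.0841 to 0.213) and that of Tbx2 without replicate 2 or 3 (0.0611 and 0.101).

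Fzd5 (ENSMUSG00000045005, chromosome 1, 64730558 to 64737751) had the smallest changes of the 4 genes. It had 54.6 ± 17.6 CPM in control organoids, 32.8 ± 6.46 in LDHi and 73.3 ± 34.5 in LDHi+lactate. With LDHi its log2 fold change was -0.74 (standard error 0.31, adjusted p = 0.248), which by edgeR passed with the block (-0.72, standard error 0.21, adjusted p = 0.0327). With lactate it was 1.09 (standard error 0.21, adjusted p = 0.0477 with the block), a call lost without any 1 replicate (0.0536 to 0.191). Without the block, none of the 4 genes passed for lactate by edgeR, at adjusted p of 0.502 for Tbx2 and Shisa2, 0.601 for Pax2 and 0.752 for Fzd5. Each gene was lower with LDHi and higher with lactate in 4 of 4 replicates.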

As shown previously, *Fzd5* mutant mice failed to complete optic cup morphogenesis^72^. *Shisa2* loss of function or overexpression in *Xenopus* induces small eyes or ectopic eyes, respectively^73^. Loss of *Tbx2* causes a delay in OV morphogenesis leading to small and abnormally shaped optic cups^74^. *Pax2* mutations and loss of function are associated with coloboma or microphthalmia, both of which are consequences of eye morphogenesis defects^75,76^. Changes in the expression of various other genes known to participate in different steps of eye morphogenesis are indicated by arrows in the heatmap (e.g., *Mitf, Fgf9, Aldh1a7, Gdf6, Rbp1, Tbx5, Six6* and *Vax2*) (Fig. 5J)^77–84^. These findings allow us to conclude that glycolysis-derived lactate plays a central functional role in bridging a genetic program with eye morphogenesis.

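Mitf, Gdf6 and Six6 fell with LDHi and rose with lactate, and Aldh1a7 did so with the replicate block in both comparisons. Mitf, a regulator of pigment cells, had 71.9 ± 21.7 CPM in control organoids, 16.0 ± 4.57 in LDHi and 41.7 ± 13.7 in LDHi+lactate (SD, n = 4). Its log2 fold change was -2.17 with LDHi (standard error 0.31, adjusted p = 0.00907 from edgeR) and 1.35 with lactate (standard error 0.13, adjusted p = 0.0044 with the block). With lactate Mitf stayed lower than in control organoids, at -0.79 (standard error 0.12, adjusted p = 0.00879 with the block). Six6 had 98.3 ± 53.8 CPM in control organoids, 9.48 ± 7.03 in LDHi and 76.6 ± 29.7 in LDHi+lactate. It changed by -3.40 with LDHi (standard error 0.61, adjusted p = 0.015) and by 3.08 with lactate (standard error 0.48, adjusted p = 0.0248 with the block). Gdf6, which encodes a BMP family ligand, changed by -1.87 (standard error 0.40, adjusted p = 0.0288) and 1.78 (standard error 0.25, adjusted p = 0.0192 with the block). The call of Mitf with LDHi held with each library left out, while that of Six6 was lost without LDHi replicate 2 (adjusted p = 0.0508) and that of Gdf6 without control replicate 3 or 4 or LDHi replicate 1, 2 or 4 (0.0579 to 0.085). With lactate, the blocked call of Mitf held without any 1 replicate, and those of Six6 and Gdf6 were lost without replicate 1, 2 or 3 (0.0611 to 0.145).

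Fgf9 was at 1.88 ± 0.907 CPM in control organoids and 0.523 ± 0.199 in LDHi, and fell with LDHi (-1.87, standard error 0.45, adjusted p = 0.0436). Its log2 fold change with lactate, 1.79, did not pass with the block (standard error 0.43, adjusted p = 0.118). For Aldh1a7, an aldehyde dehydrogenase, the changes were -3.99 with LDHi (adjusted p = 0.00205 with the block, 0.0577 without) and 3.90 with lactate (adjusted p = 0.0257 with the block, and 0.0832 to 0.129 without replicate 1, 2 or 4). Tbx5 and Vax2 had log2 fold changes of -4.57 and -2.26 with LDHi, which by edgeR passed with the block and not without it (adjusted p = 0.00945 and 0.00827; 0.102 and 0.0542 without). With lactate they were 4.30 and 1.53 with the block, and neither passed (adjusted p = 0.107 and 0.17). Vax2 overlaps the antisense transcript Vax2os, which held 1443 counts against 10729 for Vax2, and Six6 overlaps 4930447C04Rik on the other strand (2148 against 27802). Without the block, none of these genes passed for lactate by edgeR. The call of Fgf9 with LDHi was lost without any 1 of 9 libraries, all but control replicate 3 and LDHi+lactate replicates 2 and 3 (adjusted p = 0.0573 to 0.139).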

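The 14 eye genes that the paper names for this RNA-seq had negative log2 fold changes with LDHi and positive ones with lactate. This held both in replicates 1 and 2 and in replicates 3 and 4. In LDHi, 10 of the 14 fell by edgeR and none rose, and 14 fell with the replicate block and when adjusted over the list alone. With lactate, 11 rose against LDHi with the block, and 14 when adjusted over the list alone. Without the block edgeR called 0 of them with lactate, with 14 at an unadjusted p under 0.05, and DESeq2 called 11. The study chose these genes on these libraries, so they are not independent evidence of the direction. Against control organoids, the list had a median log2 fold change of -2.16 in LDHi and -0.14 in LDHi+lactate. The number of the 14 that fell with LDHi was 5 without control replicate 1 or 3, 4 without LDHi replicate 1, 2 without LDHi replicate 2 and 5 without LDHi replicate 4. With the block, the number that rose with lactate was 3, 1 and 2 without replicates 1, 2 and 3.

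Of 27 genes of optic vesicle and neural retina patterning, listed beforehand, 9 fell with LDHi and none rose (19 fell and 1 rose with the block, as when adjusted over the list alone). Their median log2 fold change was -1.87 (adjusted p = 1.11e-15 from limma's camera, and adjusted p = 0.03 with an estimated correlation, or 0.0862 with the block as well). With lactate, the median was 1.69 against LDHi (adjusted p = 1.5e-37, and adjusted p = 0.00388 with an estimated correlation). Of the 27 genes, 10 rose with the block and 16 when adjusted over the list alone, and by DESeq2 without the block 10 rose. The list shares 10 genes with the paper's. Of the other 17, 3 fell with LDHi (9 with the block) and 3 rose with lactate with the block, with medians of -0.63 and 0.35. Of 8 eye field factors, 3 are also on the paper's list, and 3 fell with LDHi. With the block 6 fell and 2 rose, and 6 fell and 1 rose when adjusted over the list alone. Their median was -0.76 (adjusted p = 7.86e-05 from camera, but adjusted p = 0.144 with an estimated correlation). With lactate their median was 0.36 (adjusted p = 3.1e-09, and adjusted p = 0.0264 with an estimated correlation, or 0.0969 with the block as well), and 3 rose with the block (3 when adjusted over the list alone).

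In LDHi+lactate against control, neither list was called (adjusted p = 0.33 and 0.498). Without LDHi replicate 2, the number that fell with LDHi was 2 of the 27 and 0 of the 8, where all 12 libraries gave 9 and 3. The paper concludes that lactate made by glycolysis has a central role in linking a genetic program to eye morphogenesis.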

### Global profiling of epigenetic modifications by glycolysis-derived lactate

Metabolites regulate epigenetic modifications to control gene expression and cell differentiation^85,86^. Histone acetylation is generally associated with active transcription^87^. However, whether glycolysis-derived metabolites mediate epigenetic modifications important during organ morphogenesis in general, or eye development in particular has not yet been shown. To determine whether lactate participates in epigenetic regulation required for eye morphogenesis, we performed global ChIP-seq across the genome. It is widely known that lysine 27 acetylation of histone H3 (H3K27ac) is a histone marker enriched at promoters and enhancers. Accordingly, we used a well-characterized antibody recognizing H3K27ac in chromatin isolated from eye organoids cultured with and without addition of the LDHA inhibitor. Bioinformatic analysis identified differential peaks close to gene regulatory regions. 

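Nearly all genes that fell with LDHi had a positive log2 fold change with lactate. Of the 386 genes lower in LDHi than in control without the replicate block, 383 had a positive log2 fold change with lactate, with a median of 0.60 against a median of -1.30 with LDHi. The same LDHi libraries enter both comparisons: in 20 simulations in which lactate changed no gene and genes were drawn independently, 60% to 69.3% of the lower genes were positive, with medians of 0.09 to 0.15. With the block, 1655 of 1787 lower genes (92.6%) were positive, with a median of 0.24. The simulations gave 58.9% to 61.3% and medians of 0.03 to 0.05. They called 751 to 830 lower genes without the block and 2063 to 2195 with it, more than the data. The simulations may thus hold less noise than the libraries, and their ranges may understate the effect of the shared LDHi libraries. With 2 LDHi libraries compared with control and the other 2 with LDHi+lactate, 95 of 100, 69 of 72 and 15 of 16 lower genes were positive in the 3 of 6 divisions that called any. With the block, 101 genes were lower in LDHi than in both other groups. Among them were pigment genes: Pmel, a melanosome protein, changed by -3.03 with LDHi (standard error 0.30, adjusted p = 0.000284 from edgeR with the block) and by 1.91 with lactate (standard error 0.30, adjusted p = 0.0248). Dct, an enzyme of melanin synthesis, changed by -2.96 (standard error 0.24, adjusted p = 0.000112) and 1.77 (standard error 0.24, adjusted p = 0.0142). Stra6, the retinol uptake receptor, changed by -2.17 (standard error 0.22, adjusted p = 0.000284) and 1.40 (standard error 0.21, adjusted p = 0.0248), and Fbn2, a fibrillin, by -1.87 (standard error 0.16, adjusted p = 0.000121) and 1.39 (standard error 0.16, adjusted p = 0.00813). Eno3, the muscle enolase, was the only enzyme of a 24-gene glycolysis list among them, at -1.84 and 1.03 (adjusted p = 0.000284 and 0.0388). The calls with lactate of these 5 genes were lost without replicate 1, 2 or 3 (adjusted p = 0.0544 to 0.272).

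Of the 101 genes, 45 were still lower in LDHi+lactate than in control organoids and 56 were not called in that comparison. Another 12 genes were higher in LDHi than in both other groups. Without the block, edgeR gave 0 genes in either direction, since it called none with lactate, and DESeq2 gave 54 lower and 2 higher. DESeq2 with the block gave 334 and 102. By edgeR with the block, the overlap of lower genes was 8, 3 and 10 without replicates 1, 2 and 3. In the simulations, the blocked overlap of lower genes was 0.15 on average and 1 at most, and 2 independent sets of this size would share 10.2. When 2 LDHi libraries were compared with control and the other 2 with LDHi+lactate, the blocked overlap ranged from 0 to 138 over 6 divisions.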

To facilitate narrowing the putative candidate genes we cross-compared the ChIP-seq and identified 414 lactate dependent genes from our RNA-seq (Fig. 6A–C). The ChIP-seq occupancy analysis determined that whereas overall genome wide H3K27ac patterns were unaffected, there was a specific loss of H3K27ac at key eye morphogenesis genes in response to LDHi (Fig. 6C, D and Supplementary Fig. 7A, B). This striking result implicates lactate as a specific key regulator involved in H3K27ac at eye developmental loci.

**Fig. 6:**
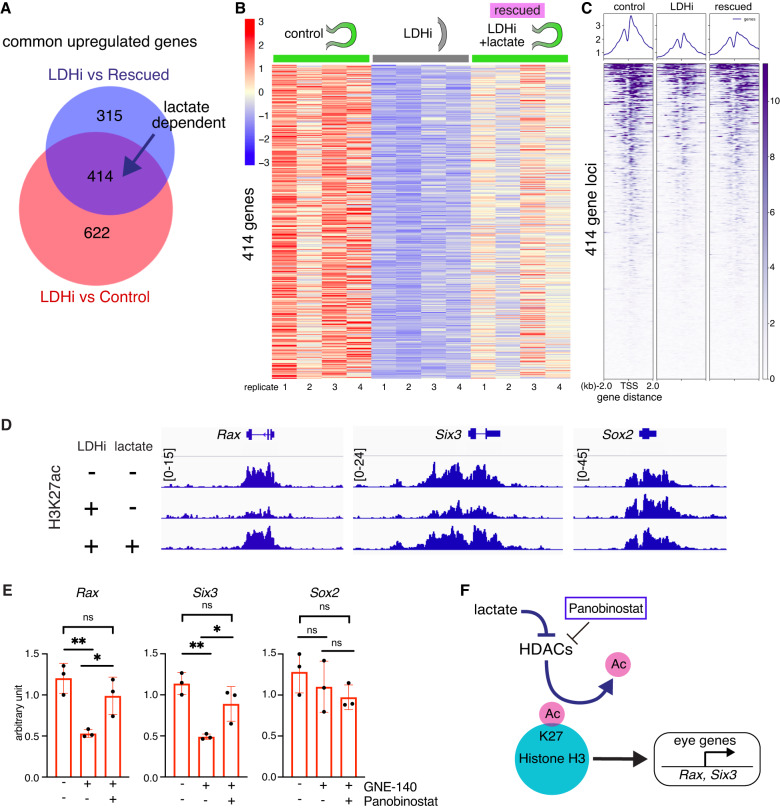
HDAC and CBP/p300 activity specifically regulate eye developmental genes. **A** Venn diagram reveals genes whose expression is dependent on lactate. **B** Heatmap of 414 lactate dependent differentially expressed genes. **C** Global histone H3K27 acetylation (H3K27ac) chromatin immunoprecipitation sequencing (ChIPseq) was performed in the following two conditions: 1) addition of the LDH inhibitor (20 µM), 2) addition of the LDH inhibitor in the presence of lactate (25 mM). The ChIP occupancy heatmaps showing H3K27ac plots at transcription start sites (TSS) (Enhancers/Promoters, +/−2 kb) of the differentially expressed genes identified from the RNA-seq analysis. **D** Bioinformatic analysis was performed and the ChIPseq data was visualized using the free software IGV (version 2.4.14) around coding and regulatory regions such as putative promoters and/or enhancers of some typical eye gene loci (*Rax*, *Six3*). Relatively higher peaks are seen in comparison with those upon adding the LDH inhibitor. This peak reduction when adding LDHi was recovered upon lactate treatment. **E** The pan-HDAC inhibitor Panobinostat was added to the organoids in the presence of LDHi from day 4 to day 5. Dual inhibition by LDHi and HDACi rescued eye marker genes at day 5, whereas pan-neural gene, *Sox2* did not change dramatically as seen by qPCR. **F** Potential mechanisms regulating the eye developmental program through H3K27ac involving histone acetyltransferases and deacetylases. Panobinostat, a potent inhibitor depletes histone deacetylases (HDACs) mediated H3K27-deacetylation process. One-way ANOVA followed by Tukey’s post-hoc test was performed (**E**). **p < 0.01, *p < 0.05, n.s. nonsignificant (**E**). Data are presented as mean values +/−SEM (**E**). Source data are provided as a Source Data file. *n* = 3 biologically independent experiments were performed.

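Genes of several other tissues changed with LDHi. In LDHi, 386 genes were lower and 161 were higher than in control organoids by edgeR, and 1787 and 1746 with the replicate block. Genes of craniofacial mesenchyme and neural crest were among those that fell most: the homeobox gene Alx1 had 11.1 ± 8.59 CPM in control organoids and 0.422 ± 0.27 in LDHi (SD, n = 4; log2 fold change -4.69, standard error 0.76, adjusted p = 0.0129). Alx4, at -4.66 (standard error 0.80, adjusted p = 0.0133), Twist1, at -3.56 (standard error 0.74, adjusted p = 0.0254), Foxc2, at -3.56 (standard error 0.83, adjusted p = 0.0397), and Col3a1, a chain of type III collagen, at -4.32 (standard error 1.02, adjusted p = 0.0416), also fell. So did Aldh1a1, an enzyme of retinoic acid synthesis, at -6.93 (standard error 1.70, adjusted p = 0.0472), and Cyp26c1, which degrades retinoic acid, at -3.67 (standard error 0.73, adjusted p = 0.0217). The genes that rose most included Trim43a (2.84, standard error 0.39, adjusted p = 0.00907), the keratin gene Krt23 (2.66, standard error 0.51, adjusted p = 0.0201), the threonine dehydrogenase Tdh (2.02, standard error 0.40, adjusted p = 0.0214) and Nr0b1 (2.01, standard error 0.49, adjusted p = 0.0472), the last 2 of which are expressed in mouse embryonic stem cells.

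Of 14 neural crest genes, 6 fell with LDHi, none rose and 8 did not pass (8 fell and 1 rose with the block, and 9 fell and 1 rose when adjusted over the list alone), with a median log2 fold change of -1.29 (adjusted p = 5.61e-08 from camera, but adjusted p = 0.167 with an estimated correlation). Of 13 mesenchyme and matrix genes, 4 fell (9 with the block, as when adjusted over the list alone; median -1.87, adjusted p = 1.66e-09, but adjusted p = 0.0714 with an estimated correlation, or 0.0482 with the block as well). Of 13 genes of retinoic acid synthesis, transport and response, 6 fell (10 when adjusted over the list alone), and 12 fell with the block (median -1.38, adjusted p = 2.24e-15, and adjusted p = 0.000803 with an estimated correlation). Of 15 genes of retinal pigment epithelium, 3 fell (9 when adjusted over the list alone) and with the block 10 fell and 1 rose (median -2.17, adjusted p = 3.07e-07, but adjusted p = 0.187 with an estimated correlation, or 0.0416 with the block as well). Of 14 pluripotency genes, markers of undifferentiated cells, 7 rose and none fell (13 rose with the block, as when adjusted over the list alone). Their median was 1.27 (adjusted p = 1.97e-18, but adjusted p = 0.125 with an estimated correlation).

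Before adjustment, 2916 genes had a p under 0.05, and in 9.67% of the genes tested the control and LDHi libraries did not overlap. By chance this would be 2.86% for unpaired libraries, a value that need not hold where libraries with the same number deviate together. Single libraries moved these counts, and without LDHi replicate 2 the genes that fell were 2 of the neural crest list, 1 of the mesenchyme list and 3 of the retinoic acid list, and 2 of the pluripotency list rose. Alx1, Alx4 and Trim43a stayed called with each library left out. The other genes named above each lost the call without control replicate 3, LDHi replicate 2 or LDHi replicate 3, and some without further libraries (adjusted p = 0.052 to 0.15 for Twist1, Foxc2, Col3a1, Aldh1a1, Cyp26c1, Krt23, Tdh and Nr0b1). Over all genes, 137, 597 and 126 genes were lower without control replicates 1, 2 and 3, and 236, 85, 154 and 198 without LDHi replicates 1, 2, 3 and 4. The higher genes numbered 32, 275 and 34 without control replicates 1, 2 and 3, and 25, 37 and 71 without LDHi replicates 2, 3 and 4.

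**Figure D3:**
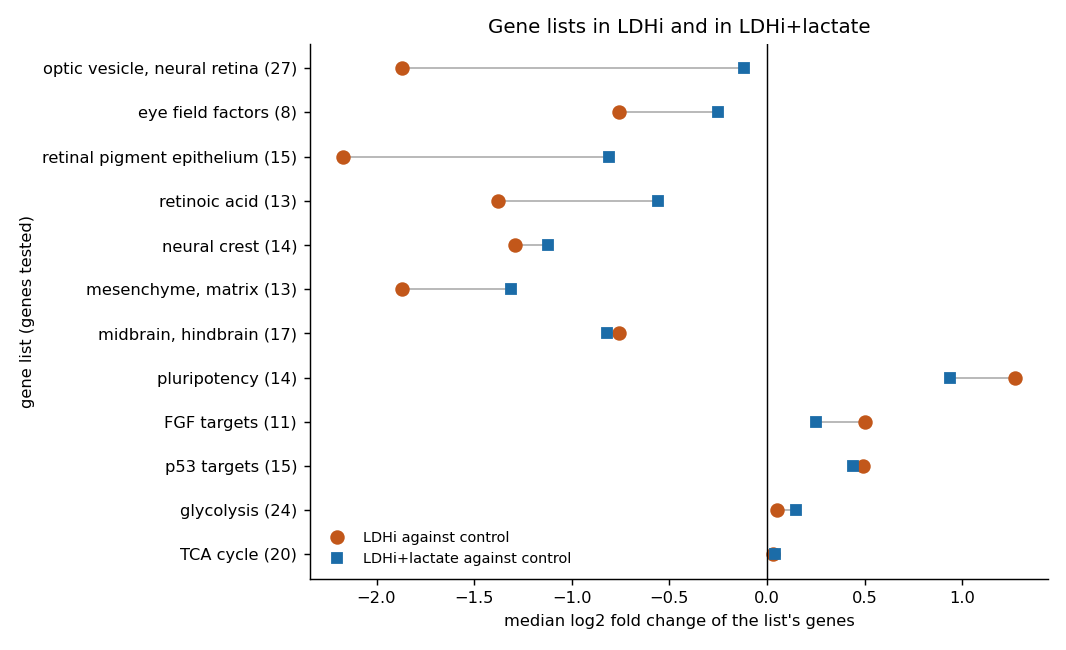
Median log2 fold change of the genes of 12 lists in LDHi (circles) and in LDHi+lactate (squares), both against control organoids, with the number of genes tested in brackets. The optic vesicle and neural retina list lies at -1.87 in LDHi and -0.12 in LDHi+lactate, and the pluripotency list at 1.27 and 0.94.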

To explore the direct role of lactate in the eye developmental program, we sought to find potential links between lactate and histone epigenetic modifiers, such as the Histone H3 acetylation writers and erasers whose specific epigenetic activities are pivotal for normal development and disease^88–91^. The writers, CBP and p300 act as transcription coactivators by interacting with a variety of specific transcription factors and co-regulators^92^. Standard null p300 mutant embryos show severe head defects with small eyes^93^. CBP and p300 are required for rod and cone photoreceptor neurons and lens induction^94–96^, suggesting CBP/p300-mediated cell fate control is important for eye development. By contrast, for one of the erasers, *Hdac1*-null embryos displayed numerous defects including severe head abnormalities leading to embryonic lethality before E9.5^97^. *Hdac1* and *Hdac2* are implicated in early neural development as *Nestin-Cre* mediated conditional deletion of those two genes caused severe brain defect^98^. *Hdac3* null embryos die before E9.5 due to defects in gastrulation^99^. Accordingly, HDACs play important roles in early embryogenesis, including brain morphogenesis. Interestingly, a previous report demonstrated that lactate is an endogenous inhibitor of histone deacetylase activity^100^. To seek the link between lactate and HDACs, we performed gene expression analysis of eye organoids and observed that LDHi mediated downregulation of key eye developmental genes, such as *Rax* and *Six3*, was rescued by the chemical inhibitor Panobinostat, a compound known to inhibit HDAC activity^101,102^ (Fig. 6E, F). Notably, this effect is specific to eye genes as the pan-neural marker *Sox2* was unaffected (Fig. 6E). This result provides a direct link between histone acetylation and the eye developmental program. To further dissect this link, we used a well-characterized CBP/p300 acetyltransferase inhibitor (A-485). The addition of A-485 resulted in specific downregulation of eye-determining factors (Supplementary Fig. 8A, B). The result identified the histone acetylation writer CBP/p300 as a crucial factor involved in the specific regulation of eye development. These lines of evidence suggest that the role of lactate could be to inhibit HDAC enzymatic activity, presenting a direct link between histone acetylation and the eye developmental program. Altogether, we propose that glycolysis-produced lactate in the anterior neural plate controls eye morphogenesis at the epigenetic level through histone deacetylase (Hdac) activity (Fig. 7).

**Fig. 7:**
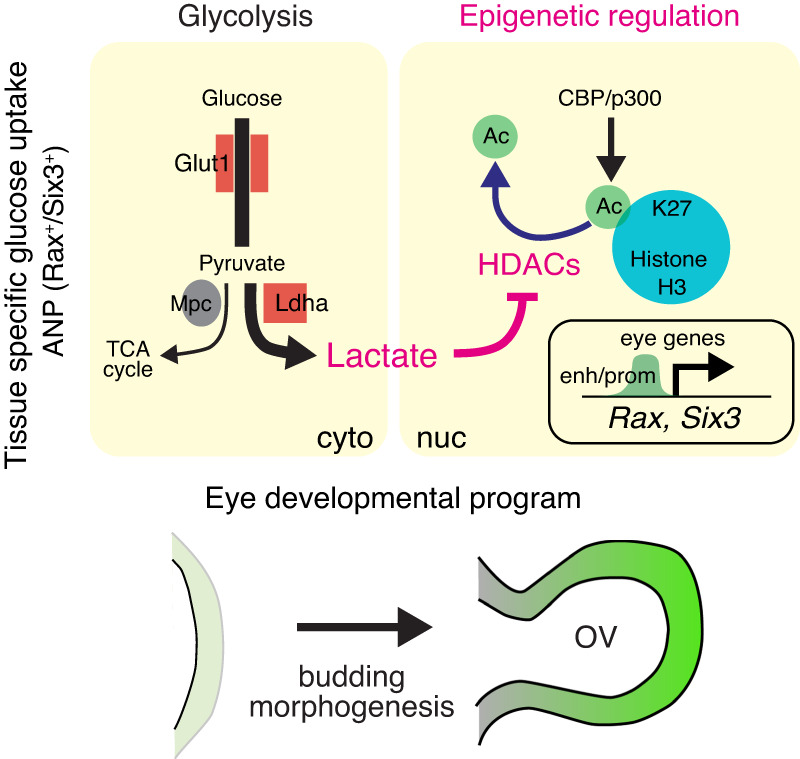
Bioenergetics-independent role of lactate during eye morphogenesis. Glycolysis-derived lactate possesses non-metabolic functions that contribute to transcriptional regulation through epigenetic pathways involving histone H3 acetylation writer and eraser. Higher glucose uptake begins in the anterior neural plate (ANP) prior to optic vesicle (OV) morphogenesis. While the activity of *Glut1* and *Ldha* is required for canonical glycolysis, the final product of glycolysis, lactate, acts as a signaling molecule being likely an endogenous HDAC inhibitor during eye morphogenesis. This non-canonical regulation is ATP-production independent and pivotal for specific eye developmental programs. cyto cytoplasm, nuc nucleus, enh enhancers, prom promoters.

## Discussion

Using a combination of eye organoids and mouse genetics we now report that: a) scRNA-seq from eye organoids identified key glycolytic genes expressed in developing OVs; b) the eye field territory of mouse embryos displays elevated glycolytic activity; c) lactate production is required for OV morphogenesis; d) glycolysis-mediated lactate upregulates eye field transcription factors and associated epigenetic modifications (H3K27ac). Together, these results identified an unexpected functional role of aerobic glycolysis during mammalian organogenesis (Fig. 7). Our data argue that lactate acts as a signaling molecule playing diverse physiological roles during organ morphogenesis.

Metabolic signals dictate cell fate and cell morphology by contributing to transcriptional programming, epigenetic modifications, and biochemical differentiation cues^103^. For example, glycolysis is important for physiological wound healing in the skin through upregulation of Glut1 and related glycolytic enzymes^104^. The RNA-binding protein Lin28-mediated translation of gene products in glycolysis facilitates skin tissue repair by reprogramming cellular bioenergetics^105^. In the adult stage, LDH and lactate are well-known biomarkers of a variety of tissue injuries, also presenting critical functional activity, for instance for neural regeneration post-spinal cord injury^65,106–109^. These few reports suggest that glycolysis might play a variety of roles in tissue repair and wound healing processes. Our metabolomic and transcriptomic analysis indicate that there is a crosstalk between metabolism and tissue morphogenetic programs, leading to the possibility that metabolic regulation of cellular signaling is reused in tissue repair or remodeling processes. Future investigations may focus on glycolysis-mediated tissue repair and regeneration in a variety of embryonic and adult cell types.

In relation to lactate-mediated regulation of protein acetylation, it has been shown that glycolysis creates favorable chemical conditions for acetylation of the signaling molecule β-catenin that is important for tail bud development^23^. This protein acetylation mechanism is likely conserved across vertebrate developmental programs including humans. Conversely, protein deacetylation in the nucleus is regulated by HDAC family members, which target a variety of histones, particularly histone H3. Our results demonstrate that lactate, a putative HDAC inhibitor, regulates local histone acetylation associated with the specific eye developmental program. These findings raise several exciting future directions for the study of metabolites-dependent regulation of HDAC activity in eye morphogenesis.

It was recently reported that endogenous elevation of lactate to ~15 mM preceded the timed degradation of cyclin B1 and securin, and mitotic exit^110^. Accumulation of intracellular lactate prior to mitosis coincided with stable expression of major enzymes that regulate pyruvate utilization^110^, and importantly no detectable proteome-wide evidence for protein lactylation was observed^110^. All these data support the argument that lactate may not work only through protein lacylation whether it is histone or any other target. It is likely that lactate could have multiple effects such as HDAC inhibition, maybe context-dependent lactylation of proteins including histones or inhibition of the SENP1 protease. In our model, lactylation is unlikely a major player in OV morphogenesis. However, we cannot exclude the possibility that lactate produced in OVs may increase histone lactylation.

As the last step of glycolysis, the enzymatic activity of LDHA reduces pyruvate into lactate and regenerates NAD^+^ from NADH^49^. The regeneration of cytosolic NAD^+^ is required for sustaining cytosolic glucose catabolism by glycolysis^58,111^. In our RNAseq analysis we identified 414 common genes regulated by LDH and lactate (Fig. 6A). However, the 622 genes listed when comparing control vs LDHi-treated could certainly be consequence of changes in the NAD^+^/ NADH ratio. 

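Many genes changed by LDHi were not called with lactate, among them pluripotency genes, p53 target genes and the retinoic acid gene Crabp1. Nanog, a pluripotency factor, had 64.5 ± 20.5 CPM in control organoids, 153.0 ± 44.1 in LDHi and 124.0 ± 32.0 in LDHi+lactate (SD, n = 4). It rose with LDHi (log2 fold change 1.24, standard error 0.26, adjusted p = 0.0275 from edgeR) and was not called between LDHi+lactate and LDHi (-0.31, standard error 0.13, adjusted p = 0.416 with the replicate block). Esrrb, Zfp42, Klf2, Klf4 and Tfcp2l1 rose with LDHi by 0.84 to 1.52 (adjusted p = 0.00907 to 0.0203), and edgeR called 0 of the 14 pluripotency genes with lactate, with or without the block, with 1 at an unadjusted p under 0.05. As a list they had a median of -0.32 with lactate (adjusted p = 9.28e-06 from camera, but 0.446 with an estimated correlation). DESeq2 called 0 without the block and 2 with it, Esrrb and Tfcp2l1, at log2 fold changes of -0.52 and -0.61 (adjusted p = 0.0379 and 0.000191). With lactate, Nanog, Esrrb, Zfp42, Klf2, Klf4 and Tfcp2l1 changed by -0.42 to 0.20 in replicates 1 and 2. In replicates 3 and 4 these genes changed by -0.93 to -0.24, though edgeR called no gene for a different effect in the sets. In LDHi+lactate, 10 of the 14 were higher than in control organoids with the block (2 without replicate 1) and 9 when adjusted over the list alone, whereas without the block edgeR called 0 and DESeq2 4 (median 0.94, adjusted p = 2.24e-15, but adjusted p = 0.144 with an estimated correlation). Crabp1, a retinoic acid binding protein, fell with LDHi (-1.25, standard error 0.20, adjusted p = 0.0125) and had a log2 fold change of 0.29 with lactate (standard error 0.13, adjusted p = 0.43 with the block). Hoxa2, a hindbrain gene, had 6.08 ± 1.89 CPM in control organoids, 1.6 ± 0.39 in LDHi and 1.44 ± 0.843 in LDHi+lactate, and fell with LDHi (-1.92, standard error 0.46, adjusted p = 0.0448). Klf4, Tfcp2l1 and Crabp1 stayed called with each library left out. Nanog, Esrrb, Zfp42 and Klf2 were not called without control replicate 1 or 3 or LDHi replicate 2 or 3 (adjusted p = 0.0521 to 0.0817), nor Nanog without control replicate 4 or LDHi replicate 4, and Hoxa2 was not without any 1 of 9 libraries (0.058 to 0.138). Control replicate 2 was the highest of its group for Klf4, at 42.3 CPM, against 31.7 to 33.1 in the others.

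Of 15 p53 target genes, 0 were called in LDHi by edgeR without the block, with 6 at an unadjusted p under 0.05, and DESeq2 called 2, Cdkn1a and Bax. With the block 12 rose, and 5 rose when adjusted over the list alone (median 0.49, adjusted p = 6.41e-06, but adjusted p = 0.265 with an estimated correlation). Cdkn1a, a cell cycle inhibitor, rose by 0.84 with LDHi (standard error 0.12, adjusted p = 0.00109 with the block). Mdm2 was 0.47 higher with LDHi and 0.44 higher with LDHi+lactate, both against control (adjusted p = 0.000949 and 0.00721 with the block). Of 24 genes of glucose uptake, glycolysis and lactate transport, only Eno3 changed with LDHi without the block, and the list was not called (median 0.05, adjusted p = 0.692). Ldha had a log2 fold change of 0.08 (standard error 0.12, adjusted p = 0.842), Slc2a1 of 0.02 (standard error 0.27, adjusted p = 0.988) and Slc2a3 of 0.56 (standard error 0.33, adjusted p = 0.456). Pfkp and Pfkfb3, which act at the phosphofructokinase step, rose with the block (0.78 and 0.66, adjusted p = 0.00936 and 0.00111), and Pfkm, a phosphofructokinase, fell with it (-0.23, adjusted p = 0.00904), as did Eno3. The lists of the tricarboxylic acid cycle (20 genes, adjusted p = 0.683) and the respiratory chain (26 genes, adjusted p = 0.155) were not called in LDHi. The ATF4 stress response (21 genes) was called with the block (adjusted p = 0.00861) and with a term for the set (0.00557) but not without them (0.26), nor with the block and an estimated correlation (0.378).

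With the block, 1686 of the 1787 genes lower in LDHi and 1734 of the 1746 higher ones were not called with lactate, and a gene that is not called is not shown to be unchanged by lactate. Of the 161 genes higher in LDHi without the block, 151 (93.8%) had a negative log2 fold change with lactate, with a median of -0.24, against 65.2% to 74.3% and medians of -0.14 to -0.11 in 20 simulations in which lactate changed no gene. With the block these were 1545 of 1746 (88.5%) and -0.11, against 61.2% to 65.6% and -0.05 to -0.03. The simulations called more lower genes than the data, so their ranges may understate the effect of the shared LDHi libraries. The paper proposes that genes found between control and LDHi can follow from a change in the ratio of NAD+ to NADH.

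**Figure D4:**
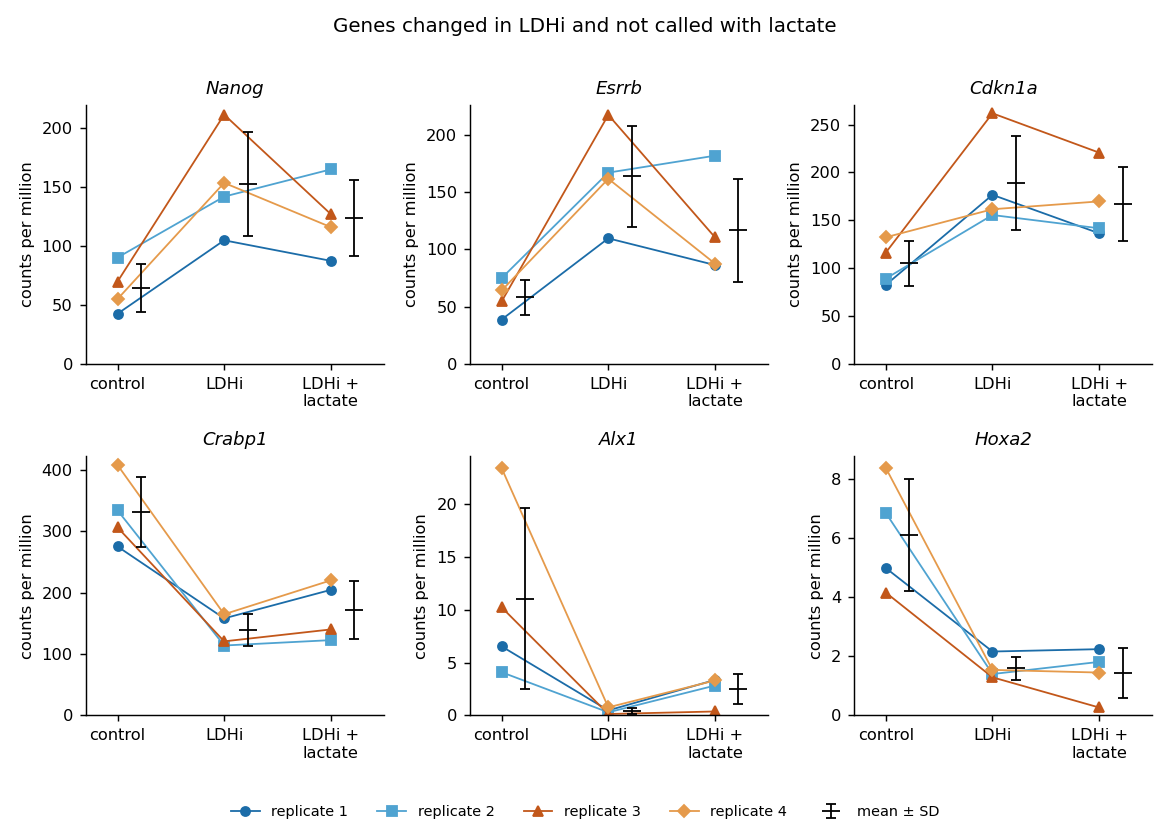
CPM, counts scaled to the effective library size (linear axis from 0), of 6 genes that changed in LDHi with the replicate block and were not called between LDHi+lactate and LDHi. Each line joins the 3 libraries with the same replicate number, and black bars show the mean and SD of 4 libraries; Nanog averages 64.5 in control organoids, 153.0 in LDHi and 124.0 in LDHi+lactate.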

We demonstrated that addition of lactate is sufficient to rescue the process of eye morphogenesis arrested by chemical and genetic ablation of LDH activity (Fig. 5B, E), a result suggesting that NAD^+^ is unlikely the major player in this process. In this study, we were able to dissect the critical glycolytic process regulated by lactate-mediated transcriptional mechanisms independent from its well-recognized bioenergetic roles.

In summary, glycolysis-derived lactate possesses non-metabolic functions that contribute to transcriptional regulation through epigenetic pathways involving histone H3 acetylation writers and erasers. Higher glucose uptake begins in the anterior neural plate prior to OV morphogenesis. While the activity of *Glut1* and *LdhA* is required for canonical glycolysis, the final product of glycolysis, lactate, acts likely as an endogenous HDAC inhibitor during eye morphogenesis. This non-canonical regulation is ATP-production independent and pivotal for specific eye developmental programs.

## Methods

### Ethics statement

Our research complies with all relevant ethical regulations and work with mice has been approved by Northwestern University Institutional Animal Care and Use Committee Office.

### Optic vesicle differentiation from embryonic stem cells

Mouse embryonic stem cell Rax-EGFP was obtained originally from Dr. Yoshiki Sasai and now is deposited under the name AES0145: Rx-GFP K/I EB5 at RIKEN cell bank. *Rax-GFP* ESCs were maintained on gelatin-coated dishes in ESC maintenance medium with 2000 U/mL leukemia inhibitory factor (LIF) and 20 μg/mL blasticidin as described previously^39^. Cells were passaged every 2–3 days. For differentiation, a standard eye organoid protocol was used^112^. Briefly, 3000 cells per 100 μL Glasgow minimum essential medium (GMEM) containing 1.5% knockout serum replacement (KSR) (Life Technologies; called retinal-differentiation medium [RDM]^112^; per well were plated in Nunclon Sphera 96-Well, Nunclon Sphera-Treated, U-Shaped-Bottom Microplate (ThermoFisher Scientific, 174929 or 174925) on day 0. On day 1, Matrigel Matrix growth factor reduced (final concentration, 200 μg/mL) (Corning, 354230) in RDM was added to the aggregates, which were maintained in culture until day 7. Unless stated otherwise, for the pharmacological experiments, 2-Deoxy-D-glucose (2 mM, SIGMA), GNE-140 (20 µM, SIGMA or MedChemExpress) or UK5099 (1 µM, MedChemExpress) were added and incubated for 3 days and imaged (EVOS, Cell Imaging System, ThermoFisher), immunostained and analyzed by RT-qPCR (QuantStudio 3, ThermoFisher Scientific). For the rescue experiments, graded methyl-pyruvate (SIGMA)^66^, sodium-L-lactate (25 mM, SIGMA) or eye media with a graded pH (7.8, 7.4, 7.0, 6.6) were added to the eye organoid culture in the presence of 2-Deoxy-D-glucose or GNE-140 for 3 days. The graded pH was prepared prior to the rescue experiment to evaluate the effect of pH in cultured eye organoids. The rationale for this pH range is that it has been shown that extracellular pH (pHe) of ~6.6 to~8 is an appropriate physiological range that a cell would encounter in-vivo, and that range is most commonly tested^113–117^). Supporting the pH range used in this assay, a recent review exploring the range of pH in normal and tumor tissues found that pH is in the same range that we tested in our experiments^117^. Therefore, the range of pH is consistent with the previous literature and close to the physiologic situation in tissues. The samples were collected for imaging (EVOS), immunostaining and analyzed by RT-qPCR. Panobinostat (0.05 µM, Selleck Chemicals) and A-485 (2 µM, MedChemExpress) were added to the culture at differentiation day 4 for a day, followed by gene expression analysis. Embryonic stem cell–qualified fetal bovine serum, KSR and Matrigel Matrix were used for the eye organoid culture.

### Single cell RNA sequencing

For preparation of single cells, the eye organoids were collected into 15 mL tubes. Then the tissue was washed with PBS twice and 0.75 mL of warmed Papain (Worthington Biochemical Corporation) was added with DNase I (1:1000, Sigma) and Y-27632 (10 µM, Millipore) and incubated at 37’C. After 45 min, the tissue was carefully pipetted, and a stop solution was added. The dissociated solution was filtered with a 100 µm cell strainer (Falcon; Corning) and centrifuged at 1000 rpm at room temperature (RT) for 5 min. 1 mL HBSS (0.2% BSA fraction V + 10 µM Y-27632) was added to the cell pellets and then filtered using a 40 µm cell strainer (Falcon; Corning). Cells were counted using a Cellometer K2 (Nexcelom) with acridine orange to calculate total number of nucleated cells and propidium iodide to count dead cells (cell viability was 89%). The library preparation and sequence were performed as described previously^118^. The single cell organoid samples from three biologically independent experiments were pooled prior to the library generation. Single-cell 3′ RNA sequencing libraries were prepared using Chromium Single Cell v2 Reagent Kit and Controller (10X Genomics, Pleasanton, CA, USA). Libraries were assessed for quality (TapeStation 4200; Agilent, Santa Clara, CA, USA) and then sequenced on an HiSeq 4000 instrument (Illumina, San Diego, CA, USA). Raw reads were demultiplexed, filtered, and mapped to the mouse reference genome (mm10) using Cell Ranger 7.0.0 with default settings. The raw feature-barcode matrices generated by Cell Ranger were used for downstream analysis using Seurat v4.1.1. To exclude low-quality cells, standard filters were applied (cells with fewer than 500 genes and higher than 5000 genes) (cells with fewer than 500 UMIs (unique molecular identifiers) and over the 90th quantile of total UMIs (26000) (cells with more than 10% mitochondrial genes) (cells with fewer than 20% ribosomal genes) (cells with higher than 0.5% hemoglobin genes). The cell counts for phase 2 was 9949 cells and for phase 3 7977 cells. The filtered expression data was normalized for each cell by the total expression, multiplied by a scale factor of 10,000, and then log-transformed. The cell-cycle phase scores were calculated for regression. A total of 12792 variable genes were identified. The data was scaled using ScaleData (cell cycle results S.Score and G2M.Score, percentage of mitochondrial genes, number of features, and sample identities were regressed) to remove batch effects. Dimensionality reduction was done using Principal Component Analysis (PCA) and based on the results 50 PCs were used to identify clusters. The clusters were identified using the Approximate Nearest Neighbors method at different resolutions. After analyzing the different resolutions, 0.2 was chosen for further analysis and 10 clusters were identified. Marker genes were identified using FindAllMarkers (MAST method).

### Generation of mutant mouse strains

*Six3*^*LacZ*^ mice were previously described^54^. Genotyping was performed using specific primers to identify the WT and *LacZ* null alleles. *Rax* flox mice were kindly provided by Dr. Seth Blackshaw (Johns Hopkins University) and were previously described^119^. *Rax* flox mice were crossed with *E2a-Cre*^120^(Jackson lab #003724) kindly provided by Dr. Susan Quaggin (Northwestern University). The F1 animals were genotyped with specific primers to detect germline deletion to obtain the *Rax* KO allele^119^. *Ldha* flox mice were purchased from Jackson lab (Strain #030112). *Ldha* flox mice were crossed with *E2a-Cre* and F1 animals were genotyped using specific primers to identify the germline delta allele. *Glut1* flox mice were kindly provided by Dr. E. Dale Abel (University of Iowa) and were previously described^121^. After cross with *E2a-Cre*, genotyping was performed using specific primers to identify the germline delta allele. *Rax-Cre* mice were previously described^55^. Primers spanning the *Cre* and the *Rax* sequences were used for PCR genotyping. *Rax-Cre* mice were used to generate conditional mice (*Glut1*^flox/delta^; *Rax-Cre, Ldha*^flox /delta^; *Rax-Cre*); only one flox allele remains upon conditional Cre expression. Embryonic stages were assessed from the day of the vaginal plug that was designated as embryonic day 0.5 (E0.5). Strains are maintained in a mixed C57B6/NMRI background. The embryos were dissected in DMEM and observed under a microscope (Leica). All experimental procedures involving animals in this study were approved by the Institutional Animal Care and Use Committee and Northwestern University. Throughout the study, mice were housed at the Center for Comparative Medicine of Northwestern University (Chicago, IL, USA). Animals were maintained on a standard 12 h lighting cycle in a vivarium maintained at 21–23 °C, relative humidity of 30–70% and received unrestricted access to standard mouse diet (Teklad #7912, Envigo, Indianapolis, IN) and water.

### Derivation of conditional *Ldha* null ESCs

The conditional *Ldha* null and heterozygous ESCs were derived as described previously^41^. Briefly, irradiated mouse embryonic fibroblasts (MEFs) feeder cells were seeded prior to the isolation of blastocysts (E3.5). Isolated E3.5 embryos were transferred to MEFs in a conventional ESC maintenance medium^122^ supplemented with R2i (two chemical inhibitors, 10 μM SB431542 and 1 μM PD0325901). Typically, embryos were well-adhered to the culture dish with MEFs and hatched in 2 days. On day-7, dissociation into single cells was performed using TrypLE Express Enzyme when outgrowth of the inner cell mass (ICM) became evident. Cells were then continuously cultured in the ESC maintenance medium now supplemented with 2i (two chemical inhibitors, 3 μM CHIR99021 and 1 μM PD0325901) in the presence of MEFs. Optionally, the addition of Y-27632 (10 µM) for the first 2 days improved cell survival after single cell dissociation. Genotyping of each ESC line was performed after the complete removal of MEFs in a non-feeder culture. Primer sequences for genotyping: *Ldha flox* and wild-type alleles, Ldha-F 33676, 5’- CTGAGCACACCCATGTGAGA-3’; Ldha-R 33677, 5’- AGCAACACTCCAAGTCAGGA-3’; *Ldha delta* allele, Ldha-F 33676, 5’- CTGAGCACACCCATGTGAGA −3’; Ldha-R2 delta, 5’- AGTGTCTTCTCTTCCCTCAC −3’. Rax-Cre allele, Rax-Cre-F, 5’- AGATGCCAGGACATCAGGAACCTG-3’; Rax-Cre-R, 5’- ATCAGCCACACCAGACACAGAGATC −3’. Pluripotency of each clone was initially evaluated by alkaline phosphatase staining and immunostaining by combinations of embryonic stem cell markers. Cells were passaged every 3 days for ESC maintenance. For the eye organoid differentiation protocol, MEFs were removed from the 0.1% (wt/vol) gelatin-coated dish to isolate floating ESCs alone. The standard protocol was used to perform SFEBq (serum-free floating culture of embryoid body-like aggregates with quick aggregation) in Nunclon Sphera 96-Well, Nunclon Sphera-Treated, U-Shaped-Bottom Microplate (ThermoFisher Scientific, 174929 or 174925) on day 0. On day 1, Matrigel Matrix growth factor reduced (final concentration 100 μg/mL) (Corning, 354230) was added to the aggregates in retina differentiation medium^39^. Embryonic stem cell–qualified fetal bovine serum, KSR and Matrigel Matrix were used for the eye organoid culture.

### Glucose uptake imaging of mouse embryos

Imaging glucose uptake in mouse embryos was performed as described previously^21,22^. Briefly, freshly dissected E8.0 or E8.5 embryos were washed twice with a glucose blank medium (Thermo, A14430-01) and then incubated in RDM containing 2-NBDG at a final concentration of 0.5 mM (ThermoFisher Scientific, N13195) for 1 h (37’C and 60% O_2_, 5%CO_2)_. Embryos were washed with the medium 3 times for 30 min in total. Imaging was performed under a fluorescent microscope (EVOS) and analyzed by ImageJ (NIH). 2-NBDG uptake in the anterior neural plate was quantified relative to heart tissues.

### Immunohistochemistry

Standard protocols for embryo isolation^41,71^ were used. Briefly, embryos for immunohistochemistry were dissected in PBS and fixed in 4% paraformaldehyde in 0.1 M PBS (pH 7.4). After overnight protection in 30% sucrose/PBS, tissues were embedded in sucrose:OCT (Tissue-Tek) and sectioned in a cryostat. The following antibodies were used: anti-Rax (1:1000; TaKaRa, M229), anti-GFP (1:1000; Abcam, ab13970), Laminin (1:1000, Sigma-Aldrich, L9393), anti-Six3 (1:1000, custom made, Rockland), anti-Lhx5 (1:250, R&D systems, AF6290), anti-active Caspase-3 (1:500; BD Pharmingen, 559565), Cre (1:500; Chemicon, MAB3120, clone 2D8) and LDHA (1:500; Abcam, ab47010). The following secondary antibodies were used: Alexa 488–conjugated goat anti-chicken (1:1000, A11039, Invitrogen). Alexa 488–conjugated donkey anti-rabbit (1:1000, A-21206, Invitrogen), Alexa 488–conjugated donkey anti-goat (1:1000, A-11055, Invitrogen), Cy3-conjugated donkey anti-rabbit (1:200, 711-165-152, Jackson ImmunoResearch), Cy3-conjugated donkey anti-mouse (1:200, 715-165-151, Jackson ImmunoResearch), Cy3-conjugated donkey anti-goat (1:200, 705-165-147, Jackson ImmunoResearch), Cy5-conjugated donkey anti-goat (1:200, 705-495-147, Jackson ImmunoResearch), Jackson ImmunoResearch), Cy5-conjugated donkey anti-rabbit (1:200, 711-495-152, Jackson ImmunoResearch). CY5-conjugated goat anti-Guinea Pig (1:200, Jackson 106-175-003, Jackson ImmunoResearch). DAPI (1:1000) was used for DNA. Phalloidin was used to detect F-Actin. Images were obtained in a Zeiss Axioscope and analyzed by ImageJ (NIH).

### Quantitative PCR

As previously described^41^, the eye organoids were harvested at different days of differentiation and mRNA was isolated using RNeasy Mini Kit (QIAGEN). cDNA was generated (Clontech Laboratories) and 20 ng was used for qRT-PCR amplification using SYBR green. Primer sequences used in this study: *Gapdh*, forward, 5’-GGCATTGCTCTCAATGACAA-3’; reverse, 5’- CCCTGTTGCTGTAGCCGTAT-3’; *Six3*, forward, 5’-TCAGCAGAGTCACCGTCCAC-3’; reverse, 5’- TACCGAGAGGATCGAAGTGC-3’; *Rax*, forward, 5’-CGACGTTCACCACTTACCAA-3’; reverse, 5’- TCGGTTCTGGAACCATACCT-3’; *Pax6*, forward, 5’-CAAACAACCTGCCTATGCAA-3’; reverse, 5’- GGCAGCATGCACGAGTATGA-3’; *Lhx2*, forward, 5’- CAGCTTGCGCAAAAGACC −3’; reverse, 5’- TAAAAGGTTGCGCCTGAACT −3’. *Sox2*, forward, 5’- AACTTTTGTCCGAGACCGAGAA −3’; reverse, 5’- CCTCCGGGAAGCGTGTACT −3’; *Ldha*, forward, 5’- GGCACTGACGCAGACAAG −3’; reverse, 5’- TGATCACCTCGTAGGCACTG −3’. *Gapdh* was used as a housekeeping gene (i.e., its expression was used to normalize gene expression levels). The relative level of each gene was calculated using the 2^−ΔΔCt^ method and reported as relative fold-change mean ± S.E.M.

### Glucose and lactate isotope labeling

For glucose or lactate labeling^61,123^, glucose-free RPMI medium was supplemented with 10% dialyzed FBS and U^13^C-glucose (2 g/liter; Cambridge Isotope Laboratories) or U^13^C-lactate (2 g/liter; Cambridge Isotope Laboratories). All the organoids (50 organoids per condition) were washed with blank SILAC before being reconstituted in ^13^C medium at a concentration of 10 eye organoids/ml. The incubation was performed from 15 min to 2 h for time-course analysis of glucose flux. For the analysis in Fig. 4G and Supplementary Fig. 4, LDH inhibitor (GNE-140) treatment was done 30 min prior to the isotopic labeling experiments and the treatment continued until sample collection (^13^C labeling time was 30 min). The eye organoids were collected and washed twice with PBS before pellets were flash-frozen and stored at −80 °C until metabolite extraction. Metabolite analysis was performed as described previously^124^. Briefly, for metabolite extraction, 80% methanol was used followed by the rapid freeze-thaw method to break the tissues. The supernatant underwent speedvac drying. The samples were prepared in 80% acetonitrile and were analyzed by High-Resolution Liquid Chromatography Tandem Mass Spectrometry (LC-MS/MS). To control for the same concentration of protein/metabolites used as input for LC-MS/MS, we performed a series of controls as follows: 1. The same number of organoids are used for metabolite extraction; 2. When metabolite levels were analyzed, all data were normalized to total ion count/chromatogram (TIC)^125^; 3. When labeling data was analyzed, all isotopic enrichment for each metabolite were calculated against the total pool of unlabeled for each metabolite. For analyzing ^13^C-glucose labeling, the standard % enrichment (fractional enrichment displayed as percentages) was calculated using the normalized peak area of each metabolite’s isotopologue over its total pool as described in ref. ^126^. All data including TIC and unlabeled pools for each metabolite is available upon request.

### Extracellular acidification and oxygen consumption rate measurements

Extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were measured using an XF96 extracellular flux analyzer (Seahorse Bioscience) as previously described^124,127^. XF96 cell culture plates were coated with Cell-Tak (Corning, Cat. # 354240) to enhance immobilization of samples at the bottom. Typically, one eye organoid contains 10 thousand cells. The organoids were washed and resuspended with Seahorse XF base medium without phenol red (Agilent, Cat# 103335-100) supplemented with L-Glutamine (2 mM; Millipore Sigma, Cat. #G8540). Five to eight organoids per well were plated onto the XF96 plates and spun down at 400 × *g* for 2 min without deceleration. Prior to performing the assay, plates were incubated at 37’C without CO_2_. First, 10 mM glucose or lactate were injected to the seahorse microplates. After three initial readings, oligomycin (2 μM; Agilent, Cat. #103015-100) was injected into each well. Next, to monitor glycolytic activity, 2-DG (25 mM) or GNE-140 (20 µM) were added to the plate followed by three readings to complete ECAR and OCR tracing.

### RNA sequencing

The eye organoids were harvested (four biological independent experiments) and total RNA was isolated using RNeasy Mini Kit (QIAGEN). Prior to the library preparation, RNA quantification was performed by Qubit (Thermo Fisher). Next, a high sensitivity RNA assay was used to determine the quality of total RNA (bioanalyzer, Agilent Technologies). TruSeq mRNA-Seq Library Prep was performed, and the libraries were sequenced by Illumina HiSeq 4000 (50 bp, Single-Read, 300 million Reads) in the sequencing core at Northwestern University. Bioinformatic analysis generated Heatmap and Venn diagrams. The genes are ordered or sorted by log fold change to split them into upregulated and downregulated sets. The significant genes that had an FDR-adjusted *p*-value < 0.05 as thresholds/cutoffs were included in the Venn diagram generated using BioVenn^128^. The RNA-seq gene expression heatmaps were created with R version 3.3.1.

### ChIP sequencing

ChIP was performed as described previously^129^. Briefly, 100 eye organoids per experiment were harvested and crosslinked adding 1% formaldehyde/PBS in suspension for 20 min at RT on a rocker and quenched using 125 mM Glycine. The organoids were spun down and snap-freezed in liquid nitrogen. 300 organoids from three biologically independent experiments were pooled per treatment condition. This study performed two sets of ChIP sequencing from six biologically independent experiments. The samples were sonicated using a Covaris E220 system. Sonication conditions were 20% duty factor for histones, peak intensity pulse 140, and 200 cycles per burst for 4 min. Detergent compatible (DC) protein assay (Bio-Rad Laboratories) for protein quantification were performed to normalize each sample. Anti-Acetyl-Histone H3 (Lys27) (1:50, Cell Signaling technology, #8173S) was used for chromatin precipitation overnight on a rotator at 4’C. Chromatin immunoprecipitated DNA purification was done using ChIP DNA Clean & Concentrator (ZYMO RESEARCH, D5205). Prior to the library preparation, high sensitivity DNA assay was used to determine the quality of total DNA (bioanalyzer, Agilent Technologies). DNA-Seq library preparation was performed, and the libraries were sequenced by Illumina HiSeq 4000 (50 bp, Single-Read, 300 million Reads) in the sequencing core at Northwestern University. Bioinformatic analysis generated Annotated Peaks and Bigwig files. The command for Peak calling parameters using sample Kac_control as an example is: findPeaks Kac_control -style histone -o auto -i Input &> Kac_control_findPeaks.log. For data quality, Peaks at FDR 5% and above 5-fold enrichment were used as follows: H3K27ac_control (825105), H3K27ac_LDHi (1056232), H3K27ac_rescue (1036266). The data was visualized by a software, IGV_2.4.14 (Integrative Genomics Viewer, Broad Institute). The occupancy heatmaps (ChIP-seq) were created using deepTools version 2.5.4.

### Statistics & reproducibility

All experiments were independently performed at least 3 times except for the metabolomics analysis in Fig. 4B, as another time point (e.g., 60 min) shows a similar trend of isotopic labeling after it reaches a steady state. No data were excluded from the analyses. Representative micrographs are shown, as similar results were obtained from independent replicas. Values are expressed as mean ± S.E.M (standard error of the mean). Results were analyzed using GraphPad (GraphPad version 9.5.1) and Microsoft Excel. For statistical significance test, Student’s *t* test and one-way ANOVA were used for two-group and multiple-group comparison, respectively. In addition, post-hoc Tukey’s (all groups) or Dunnett’s test (versus control) was applied to compare multiple groups. Differences with *p*-value < 0.05 were considered statistically significant. *, ** or *** indicates a *p*-value is less than 0.05, 0.01 or 0.001, respectively. ns non-significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The materials used in this study are available upon request. The scRNAseq, RNAseq and ChIPseq omics data is compiled under GEO accession number GSE202759. The metabolomics data in this study is available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench, https://www.metabolomicsworkbench.org where it has been assigned Project ID PR001619. The data can be accessed directly via it’s Project 10.21228/M8F41P. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Lactate-dependent transcriptional regulation controls mammalian eye morphogenesis
**Source:** Nat Commun. 2023 Jul 14;14:4129. doi: 10.1038/s41467-023-39672-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**Lactate-dependent Transcriptional Regulation Controls**

**Mammalian Eye Morphogenesis**

**Authors:** Nozomu Takata, Jason M. Miska, Marc A. Morgan, Priyam Patel, Leah K. Billingham, Neha Joshi, Matthew J. Schipma, Zachary J. Dumar, Nikita R. Joshi, Alexander V. Misharin, Ryan B. Embry, Luciano Fiore, Peng Gao, Lauren P. Diebold, Gregory S. McElroy, Ali Shilatifard, Navdeep S. Chandel, and Guillermo Oliver

**Supplementary Figure 1.** Characterization of glycolysis inhibitors on cell death and stage specificity

**Supplementary Figure 2.** Natural abundance of isotopic metabolites in eye organoids

**Supplementary Figure 3.** Pyruvate transport to mitochondria was not required for eye gene expression

**Supplementary Figure 4.** Pentose pathway is not required during eye morphogenesis

**Supplementary Figure 5.** Medium acidification or membrane permeable pyruvate cannot rescue the eye phenotype caused by LDHi

**Supplementary Figure 6.** Generation and characterization of conditional *Ldha* null mutant organoids

**Supplementary Figure 7.** Local change in H3K27ac following treatment with GNE-140 and lactate

**Supplementary Figure 8.** Depletion of Histone acetyltransferase (CBP/p300) activity reduced eye gene expression

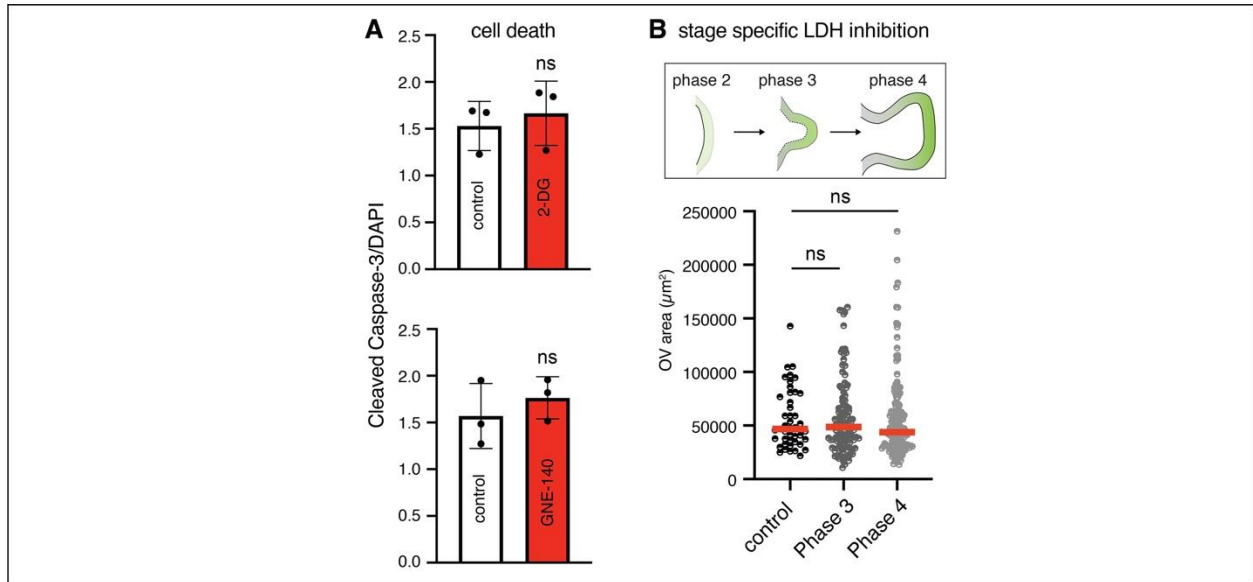

**Supplementary Figure 1** | Characterization of glycolysis inhibitors on cell death and stage specificity. **(A)** Cleaved caspase-3 staining was done on cryosections in the presence of 2-DG (2 mM) or GNE-140, LDH inhibitors (20  $\mu\text{M}$ ). The fluorescence signals are measured by ImageJ. Cell death is calculated by the Cleaved caspase-3 signal intensity over that of DAPI as internal staining control. ns = Not significant. **(B)** Progress in eye morphogenesis is evaluated by the optic vesicle (OV) area at each time-point via ImageJ. The late-stage addition of LDHi did not show any significant impact on eye morphogenesis. Unpaired Student *t*-test (two-tailed) was performed (A, B). n.s. not significant. (A, B). Data are presented as mean values  $\pm$  SEM. Source data are provided as a Source Data file. n=3 biologically independent experiments were performed.

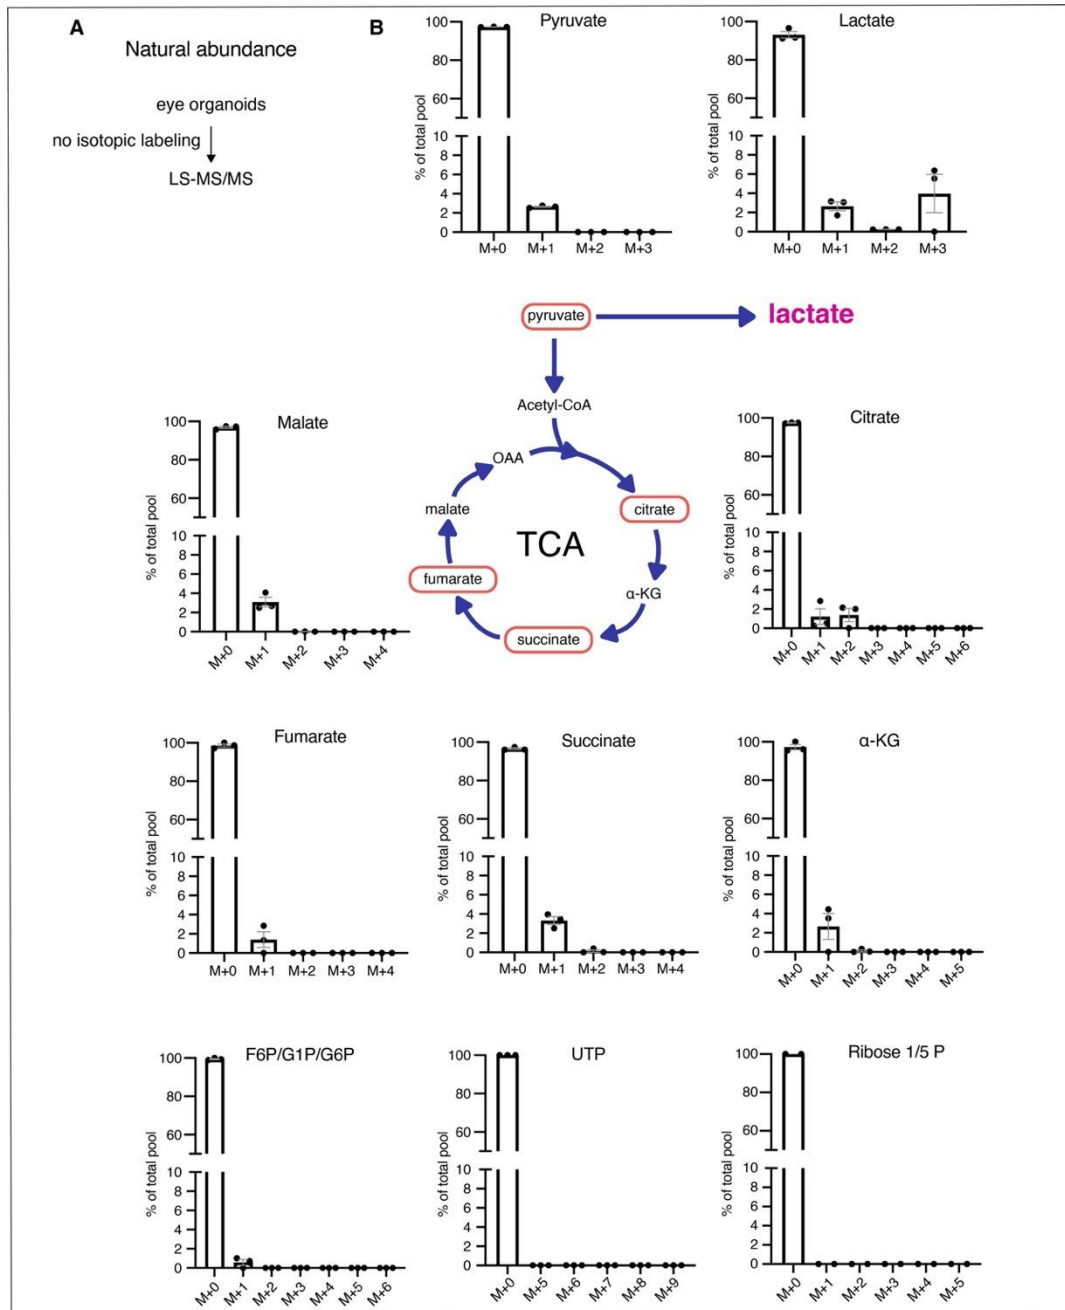

**Supplementary Figure 2 | Natural abundance of isotopic metabolites in eye organoids. (A, B)** Natural abundance was analyzed by LC-MS/MS without addition of  $^{13}\text{C}$ -glucose to the eye organoid culture. All the metabolites detected show a negligible amount of naturally occurring isotopic signals below 3%, except lactate which was up to 5%. Data are presented as mean values  $\pm$  SEM (H). Source data are provided as a Source Data file. n=3 biologically independent experiments were performed.

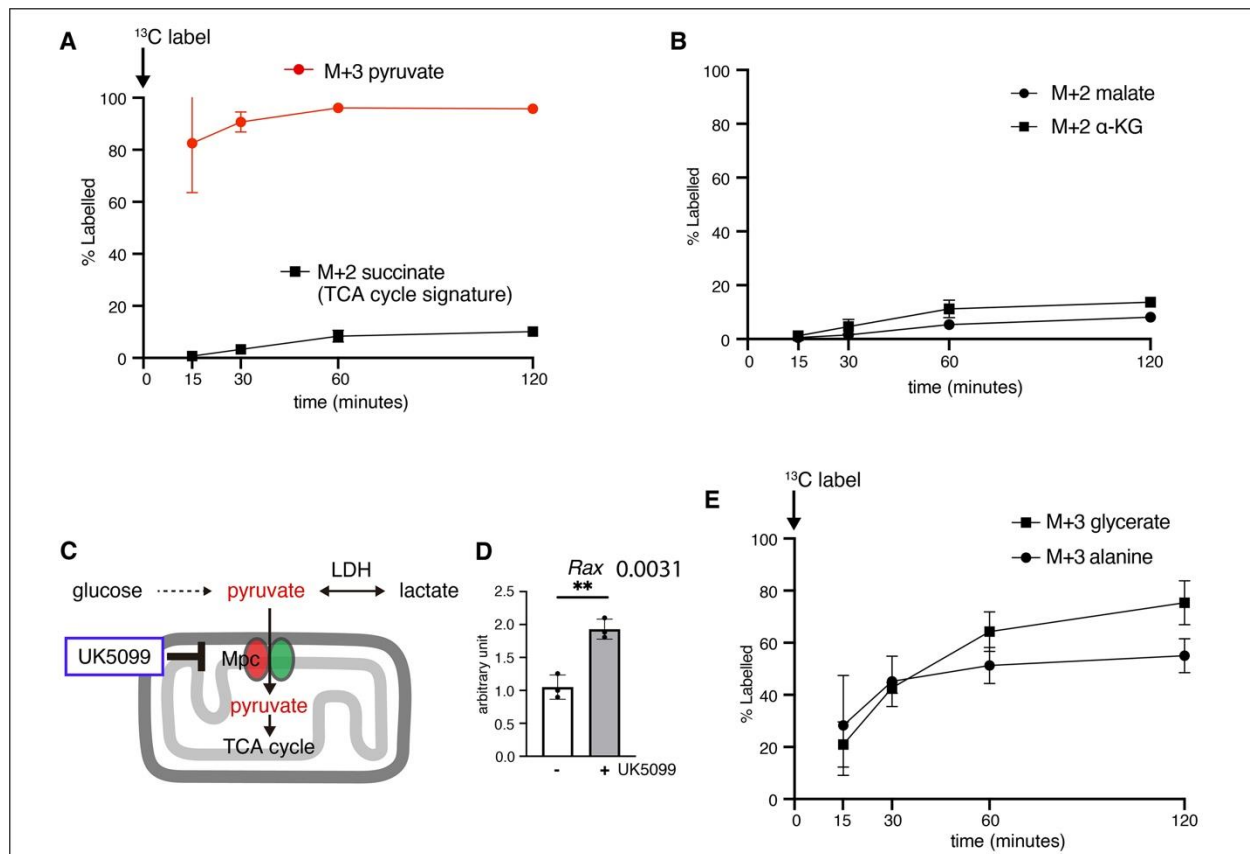

**Supplementary Figure 3 | Pyruvate transport to mitochondria is not required for eye gene expression.** (A, B) The direct quantification of glucose consumption with  $^{13}\text{C}$  glucose tracing show rapid accumulation of pyruvate, while the levels of the TCA cycle signature succinate are extremely low. In addition, other TCA cycle metabolites such as Malate and  $\alpha$ -Ketoglutarate ( $\alpha$ -KG) are also lower. (C, D) The addition of 1  $\mu\text{M}$  UK5099, an inhibitor against the mitochondrial pyruvate carrier (MPC) do not show any dramatic effect on *Rax* expression. (E)  $^{13}\text{C}$ -labeled alanine and glycerate are detected in noticeable amounts. Unpaired Student *t*-test (two-tailed) was performed (D). \*\* indicates a p-value is less than 0.01. Data are presented as mean values  $\pm$  SEM (D). Source data are provided as a Source Data file.  $n=3$  biologically independent experiments were performed.

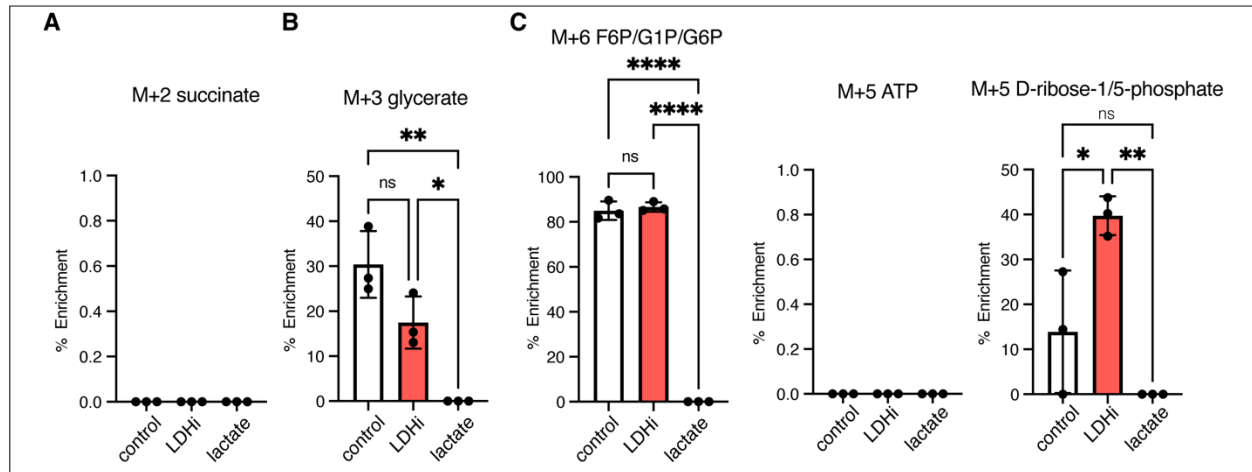

**Supplementary Figure 4 | Pentose pathway is not required during eye morphogenesis. (A-C)**

Levels of succinate, glycerate, F6P/G1P/G6P, UTP and D-ribose were analyzed by  $^{13}\text{C}$  isotopic labeling in the presence of the LDH inhibitor (20  $\mu\text{M}$ ); however, those metabolites show no significant differences regardless of LDH activity. One-way ANOVA followed by Tukey's post-hoc test was performed (B, C). \*\*\*\* $p < 0.0001$ , \*\* $p < 0.01$ , \* $p < 0.05$ , n.s. not significant. Data are presented as mean values  $\pm$  SEM (B, C). Source data are provided as a Source Data file.  $n=3$  biologically independent experiments were performed.

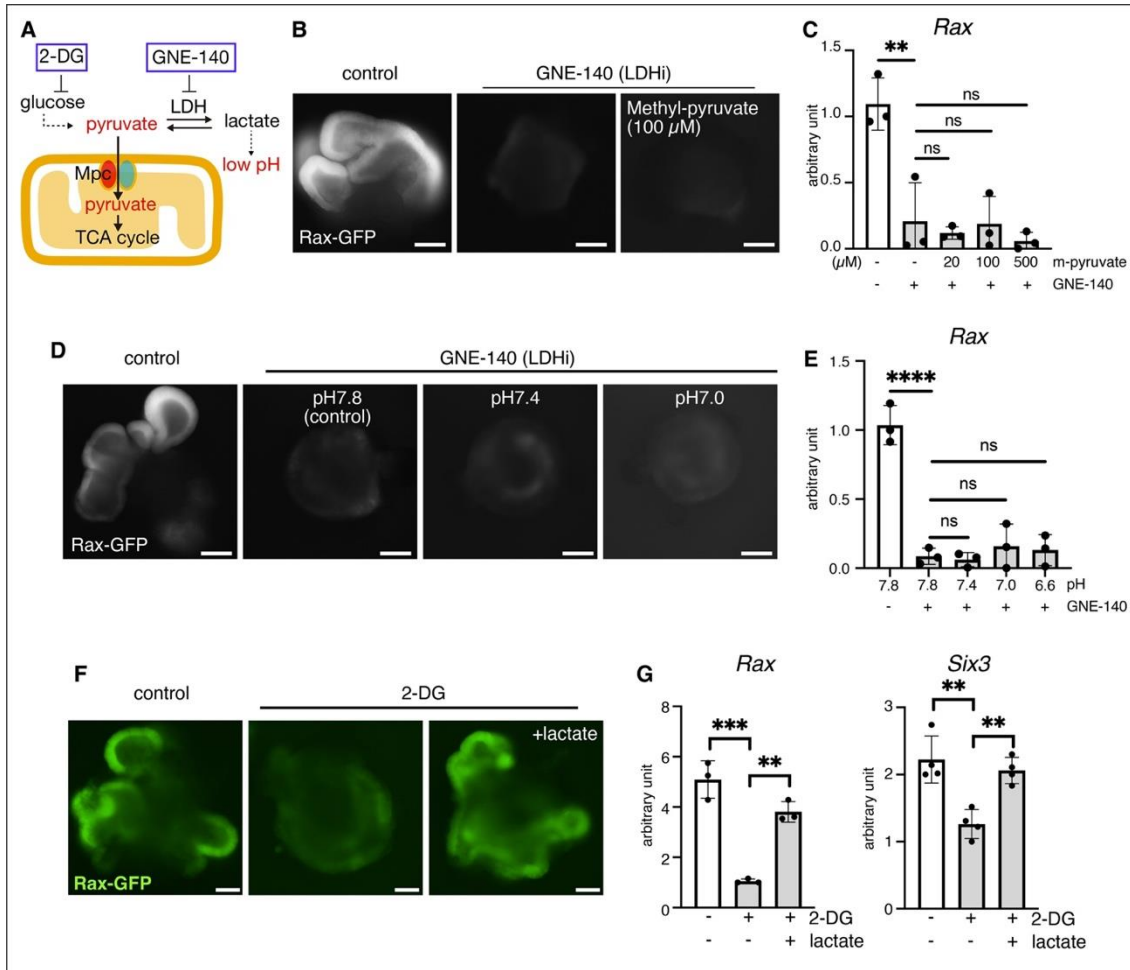

**Supplementary Figure 5 | Medium acidification or membrane permeable pyruvate cannot rescue the eye phenotype caused by LDHi. (A-C)** lactate can reverse back to pyruvate to be utilized by mitochondria; however, pyruvate do not rescue the phenotype caused by LDHi (20  $\mu$ M). M-pyruvate = methyl-pyruvate. **(D, E)** During production of endogenous lactate, intercellular pH gets reduced, but lowering pH in the culture medium do not affect eye gene expression or eye morphogenesis. Those two tests suggest that pyruvate used in mitochondria and low pH are unlikely major participants in eye morphogenesis. **(F)** The addition of sodium L-lactate (25 mM) which does not change the pH, significantly rescued the OV phenotype in the presence of the glucose analogue 2-DG (2 mM). **(G)** Quantification analysis using RT-qPCR confirm that *Rax* and *Six3* expression was rescued by the addition of sodium L-lactate. Scale bar, 100  $\mu$ m (B, D, F). One-way ANOVA followed by Tukey's post-hoc test was performed (C, E, G). \*\*\*\* $p$  < 0.0001, \*\*\* $p$  < 0.001, \*\* $p$  < 0.01, n.s. not significant. Data are presented as mean values

+/- SEM (C, E, G). Source data are provided as a Source Data file. n=3 biologically independent experiments were performed.

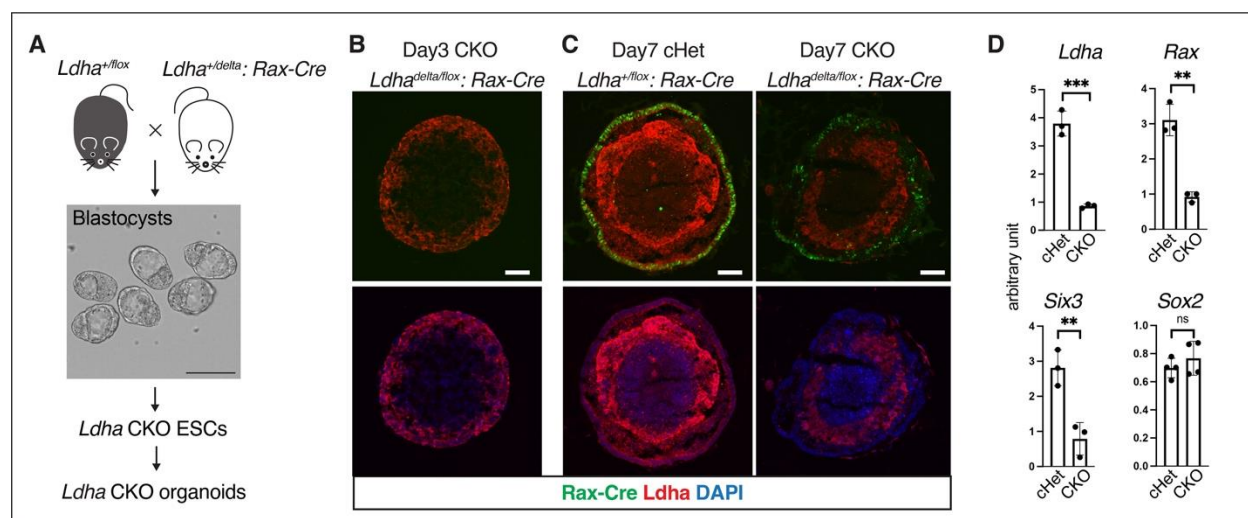

**Supplementary Figure 6 | Generation and characterization of conditional LDHA null mutant organoids.** (A) Isolation of blastocysts from the conditional mutant embryos. (B, C) Day3-CKO and day-7 Het organoids express *Ldha*, whereas day-7 CKO organoids show ablation of *Ldha* in cells positive for Rax-Cre. (D) Quantification of marker expression via RT-qPCR. In the mutant organoids, expression of the developmental eye markers *Rax* and *Six3* significantly reduced, while that of the pan-neural marker *Sox2* does not change. CKO=conditional knockout. cHet=conditional heterozygote. Scale bar, 100  $\mu$ m (A-C). Unpaired Student *t*-test (two-tailed) was performed (D). \*\*\**p* < 0.001, \*\**p* < 0.01, n.s. not significant. Data are presented as mean values  $\pm$  SEM (D). Source data are provided as a Source Data file. n=3 biologically independent experiments were performed.

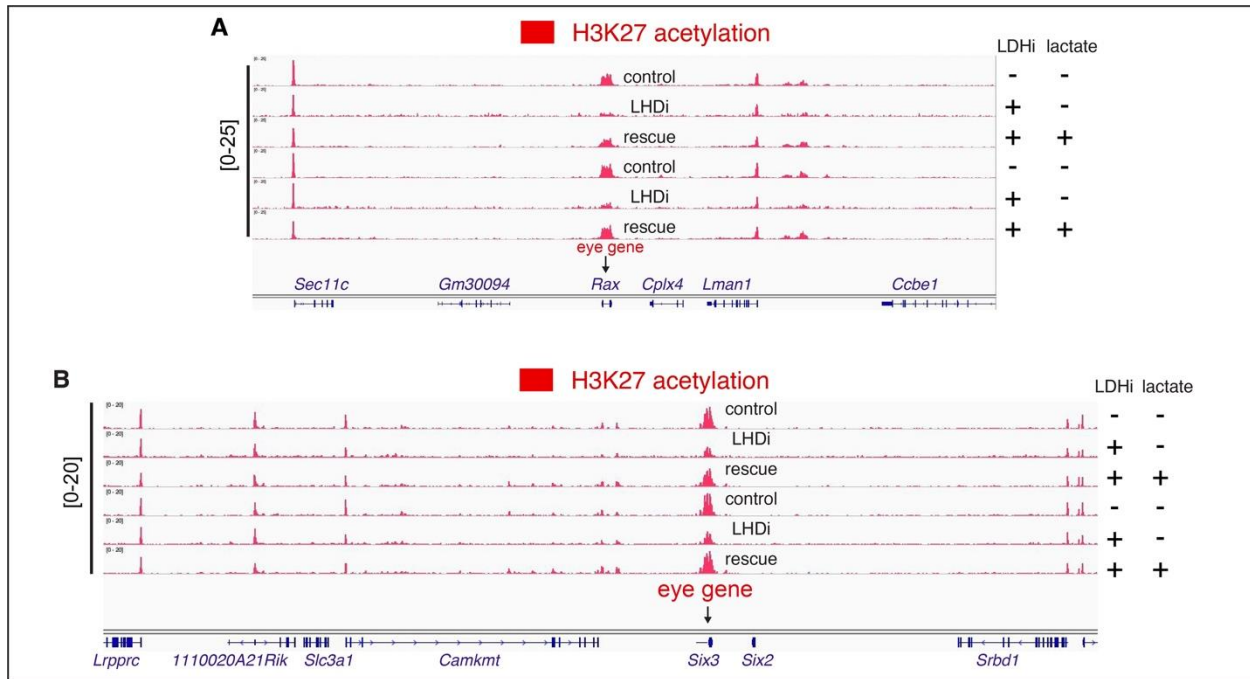

**Supplementary Figure 7 | Local change in H3K27ac following treatment with GNE-140 and lactate. (A, B)** H3K27ac peaks around the *Rax* and *Six3* loci showing the specificity of acetylation on eye developmental genes, as other genes are not affected by the deficiency in LDH activity nor lactate addition.

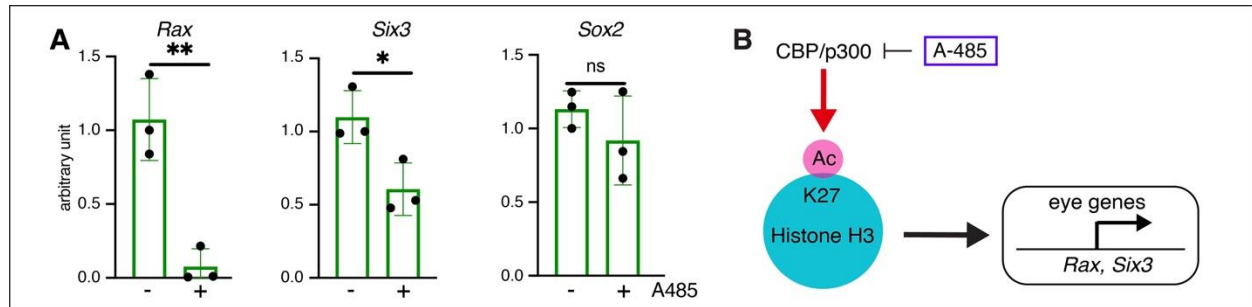

**Supplementary Figure 8 | Depletion of Histone acetyltransferase (CBP/p300) activity reduces eye gene expression.** (A) A-485 is a potent Histone acetyltransferase (HAT) inhibitor. Quantification analysis using RT-qPCR shows that *Rax* and *Six3* expression in day 5 cultures are significantly reduced by the addition of A-485 (2  $\mu$ M) from day 4. Pan-neural marker *Sox2* does not show significant change. (B) Schematic diagram showing CBP/p300 mediated H3K27 acetylation. Unpaired Student *t*-test (two-tailed) was performed (A). \*\* $p < 0.01$ , \* $p < 0.05$ , n.s. not significant (A). Data are presented as mean values  $\pm$  SEM (A). Source data are provided as a Source Data file.  $n=3$  biologically independent experiments were performed.

# Supplementary material for: Lactate-dependent transcriptional regulation controls mammalian eye morphogenesis
**Source:** Nat Commun. 2023 Jul 14;14:4129. doi: 10.1038/s41467-023-39672-2
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | EVOS, Cell Imaging system, Zeiss AxioScope, Loupe Cell Browser 1.0.5, TapeStation 4200, Bioanalyzer, Integrative Genomics Viewer IGV_2.4.14., Quantstudio3, XF96 extracellular flux analyzer |
| Data analysis   | GraphPad software 9.5.8, ImageJ, Microsoft Excel, Cell Ranger 7.0.0, Seurat v4.1.1, ScaleData, R version 3.3.1, BioVenn, deepTools version 2.5.4.                                            |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The omics data is compiled under GEO accession number is (GSE202759). Metabolomics Workbench, <https://www.metabolomicsworkbench.org> where it has been assigned Project ID PR001619. The data can be accessed directly via it's Project DOI: <https://doi.org/10.21228/M8F41P>. This work is supported by Metabolomics Workbench/National Metabolomics Data Repository (NMDR) (grant# U2C-DK119886), Common Fund Data Ecosystem (CFDE) (grant# 30T2OD030544) and

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used

anti-Acetyl-Histone H3 (Lys27) (1:50, Cell Signaling technology, #8173S), anti-Rax (1:1000; TaKaRa, M229), anti-GFP (1:1000; Abcam, ab13970), Laminin (1:1000, Sigma-Aldrich, L9393), anti-Six3 (1:1000, custom made, Rockland), anti-Lhx5 (1:250, R&D systems, AF6290), anti-active Caspase-3 (1:500; BD Pharmingen, 559565), Cre (1:500; Chemicon, MAB3120, clone 2D8) and LDHA (1:500; Abcam, ab47010). The following secondary antibodies were used: Alexa 488-conjugated goat anti-chicken (1:1000, A11039,

Invitrogen). Alexa 488–conjugated donkey anti-rabbit (1:1000, A-21206, Invitrogen), Alexa 488–conjugated donkey anti-goat (1:1000, A-11055, Invitrogen), Cy3-conjugated donkey anti-rabbit (1:200, 711-165-152, Jackson ImmunoResearch), Cy3-conjugated donkey anti-mouse (1:200, 715-165-151, Jackson ImmunoResearch), Cy3-conjugated donkey anti-goat (1:200, 705-165-147, Jackson ImmunoResearch), Cy5-conjugated donkey anti-goat (1:200, 705-495-147, Jackson ImmunoResearch), Jackson ImmunoResearch), Cy5-conjugated donkey anti-rabbit (1:200, 711-495-152, Jackson ImmunoResearch). CY5-conjugated goat anti-Guinea Pig (1:200, Jackson 106-175-003, Jackson ImmunoResearch)

## Validation

The antibodies were validated by immunostaining with mutant embryos or cells/tissues treated with agonists or antagonists. Besides, companies that provide those antibodies show their test results.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Mouse embryonic stem cell line Rax-EGFP was obtained originally from Yoshiki Sasai and now the line is deposited under the name AES0145: Rx-GFP K/I EB5 at RIKEN CELL BANK.

## Authentication

The stem cell identity was regularly tested by Alkaline phosphatase assay, immunostaining with Nanog, Oct3/4 and E-Cadherin.

## Mycoplasma contamination

Rax-EGFP cells were tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

Not applicable in this study.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Six3LacZ, Rax KO, LDHA flox, Glut1 flox, Rax-Cre and E2a-Cre mice were maintained in a mixed C57B6 and NMRI background. Males and females from 12 weeks old to 6 months old were maintained and used for breeding and cross for dissecting embryos,

## Wild animals

Not applicable in this study.

## Reporting on sex

Animal study was not designed to select sex for the analysis. Both male and female animals should be equally included.

## Field-collected samples

Not applicable in this study.

## Ethics oversight

All animal husbandry was performed in accordance with protocols approved by the Institutional Animal Care and Use Committee and Northwestern University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

GSE202759

## Files in database submission

The raw data files were provided upon submission.

Genome browser session  
(e.g. [UCSC](#))

no longer applicable

### Methodology

## Replicates

This study performed two sets of ChIP sequencing from six biologically independent experiments in total.

## Sequencing depth

50 bp, single-read, 300 million reads.

## Antibodies

anti-Acetyl-Histone H3 (Lys27) (Cell Signaling technology, #8173S)

## Peak calling parameters

The quality of reads, in FASTQ format, was evaluated using FastQC (version 0.11.7). FastQ Screen (version 0.14.0) was applied to the reads to ensure that they aligned to the appropriate reference genome. Reads were trimmed to remove Illumina adapters from the 3' ends using cutadapt (version 1.14). Trimmed reads were aligned to the Mus musculus genome (GRCm38 Ensembl release 102) using Bowtie2 (version 2.2.9) with default parameters while only reads that mapped uniquely to the genome were used in subsequent analysis. Peak calling and the creation of UCSC read density tracks were performed using Hypergeometric Optimization

|              |                                                                                                                                                                                                                               |
|--------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|              | of Motif EnRichment (HOMER, version 4.11) using default parameters and input samples to control for non-specific binding.                                                                                                     |
| Data quality | We used the peak calling above and ensure data based on FDR 5% and above 5-fold enrichment. Below is Peaks at FDR 5% and above 5-fold enrichment: H3K27ac_control (825105), H3K27ac_LDHi (1056232), H3K27ac_rescue (1036266). |
| Software     | Integrative Genomics Viewer IGV_2.4.14                                                                                                                                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

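RNA was sequenced from 12 samples of mouse eye organoids at day 7 of culture: 4 control, 4 LDHi (20 µM GNE-140 for 3 days) and 4 LDHi+lactate (GNE-140 and 25 mM lactate). The paper gives the RNA kit as RNeasy Mini and the libraries as TruSeq mRNA, sequenced by Illumina with 50 bp single reads. The authors deposited 1 table of raw counts per library, reads per Ensembl gene with no normalization. The labels name cutadapt, STAR, HTSeq 0.6.1p1 and DESeq2 1.14.1, and the genome build mm10. The version of STAR, the annotation release and the strand setting of the counting are not given in the sources used here. Each library holds 54232 gene IDs, of which 54079 (99.7%) were matched by ID to GENCODE vM21 for symbols and positions. Total counts ranged from 25209097 to 48271386 in control libraries, from 22174002 to 46881759 in LDHi and from 29255114 to 42489921 in LDHi+lactate, and mitochondrial genes hold 0 counts in these tables. Gapdh held 3254 counts over the 12 libraries and is not used as a reference gene here. No pair of libraries within a group was a repeat of the other by a chi-square over the genes.

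Conditions and replicate numbers were taken from the labels. The main model was edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filter of filterByExpr with the group (17721 genes), all 12 libraries in 1 quasi-likelihood fit and no block. Genes were called at an adjusted p (Benjamini-Hochberg over all genes tested) under 0.05, as the paper states, with no fold threshold. CPM were computed with TMM, and log2 CPM with a prior count of 2. The comparisons were LDHi against control, LDHi+lactate against LDHi, and LDHi+lactate against control, which the paper does not make for its RNA-seq. The overlap was the count of genes called in both of the first comparisons in opposite directions. Single genes were also tested with a two-sided exact permutation test of log2 CPM, whose smallest p is 0.0286 for 4 against 4 libraries. It takes the libraries as unpaired, and the smallest exact p with 4 pairs is 0.125.

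The 3 groups share the replicate numbers 1 to 4 in the labels. Whether the numbers pair the libraries was decided from the correlation, across genes, of the deviations from the group means, which was 0.329 to 0.634 for the same number, above 0.1 for every pair. The pairing is thus read from the data and not from a statement of the paper. A fit with the replicate number as a block is given beside the main one. Replicates 1 and 2 and replicates 3 and 4 were also treated as 2 sets, whose cell type the labels give as eye organoid and as retina progenitors.

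Genes were grouped in 29 lists, set together with the comparisons and the alternatives before the data were examined. They hold genes of the eye, brain regions and other tissues that organoids can contain, and genes of metabolism, stress, the cell cycle and signaling. One list holds the 14 eye genes that the paper names for this RNA-seq. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 87 tests, and members were also adjusted over the list alone. Camera with an estimated correlation, fry, and camera with the block or the set were the alternatives. Of these tests, 37 passed with the preset correlation and 8 with the correlation estimated from the libraries.

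The genes named are those the paper names for these organoids, the 10 largest changes in each direction of the first comparisons among genes called with a mean log2 CPM of at least 0 and no overlap between the libraries, and in each list up to 4 called members and up to 2 others with the smallest adjusted p. Since no gene was called with lactate without the block, the second part was applied there to the blocked calls. Not all genes that meet the rule are printed. Genes that overlap another gene are uncertain by the counts of both, since the strand setting is unknown.

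The alternatives were DESeq2 1.42.0 with all 12 libraries or with the groups compared, edgeR with the groups compared, RLE size factors, library totals, no filter, at least 10 counts in every library, the replicate block, the set as a term, each set alone, each library left out, and a log2 fold change of at least 1. The same settings with the replicate block were added after the data were seen. For the overlap, groups in which lactate changed no gene were simulated 20 times (added after the data were seen), the LDHi libraries were divided in 6 ways, and labels were reassigned. The edgeR and camera steps were tested on simulated counts with 100 genes changed by a log2 of 1 and 100 by a log2 of 2. With replicate effects as fitted and no block, 62% and 88% of these were called for LDHi+lactate against LDHi with 0 false calls, and with the block 80% and 97% with 6 false calls. Figures were drawn with matplotlib 3.10.9.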

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

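The exact tests of the change that lactate undid in each library, and the shares undone and divisions without the paper's genes, were chosen after the result was seen. The paper's text does not discuss the 161 genes that were higher in LDHi than in control organoids, and it makes no RNA-seq comparison of LDHi+lactate with control. In that comparison 740 genes were higher and 686 lower by edgeR with the replicate block. The higher genes numbered 38, 348, 242 and 129 and the lower genes 51, 344, 139 and 133 without replicates 1, 2, 3 and 4. Without the block edgeR called 0 genes, with 1653 at an unadjusted p under 0.05, and DESeq2 called 114 higher and 120 lower.

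The pluripotency list had a median log2 fold change of 1.27 in LDHi against control organoids and of 0.94 in LDHi+lactate. Once each library's trend with transcript length and GC content was removed, the median went from 1.29 to 1.26 (a ratio of 0.978, with the block), and with all libraries thinned to 22174002 counts 13 members were called, as before thinning, so length, GC content and depth are argued against as the whole cause. A larger share of cells in a pluripotent state is a candidate explanation: of a second list of 12 pluripotency genes, set down before its values were seen, 10 rose with LDHi with the block and 4 without it, with medians of 1.32 (camera p = 2.02e-16, and p = 0.0178 with an estimated correlation) and 1.21 (camera p = 1.49e-12, and p = 0.0223). The most abundant of the 12 were L1td1 (mean log2 CPM 6.77, log2 fold change 1.50), Fbxo15 (6.28, adjusted p = 0.000284 from edgeR with the block) and Jam2 (6.11 and 0.39, not called), Lefty1 was at -0.30 without the block, and control organoids express these genes too. No sort is named for these samples and no share of cells was measured here, so a higher level per cell stays open.

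With lactate, a median of 90% of the change with LDHi was undone in the 20 genes of the optic vesicle list called with the block. It was 94.8% in the 10 on the paper's list of RNA-seq eye genes and 77.5% in the other 10. It was 62.3% in 8 eye field factors (45.5% in the 5 not on the paper's list). In 11 pigment epithelium genes it was 55.2% (53.8% in the 10 not on the paper's list). These compare with 24.5% in 13 pluripotency genes, 44% in 9 neural crest genes and 37.3% in 9 mesenchyme genes. The retinoic acid list, at 57.8% in 12 genes, lay above the pigment epithelium list. Targets of p53 (15% in 12 genes) and FGF (27.3% in 7) and midbrain and hindbrain genes (28.7% in 9) were lower. The shares pool the sets. With lactate, Alx1, Alx4, Twist1, Foxc2 and Col3a1 had log2 fold changes of 1.83 to 3.19 in replicates 1 and 2. In replicates 3 and 4 these were 0.19 to 1.59, whereas Msx1, Col1a1 and Col6a1 were among those that rose more there. In LDHi+lactate against control, the neural crest list stayed at a median log2 fold change of -1.12 and the mesenchyme list at -1.31 (camera adjusted p = 1.64e-06 and 3.07e-07, but adjusted p = 0.211 and 0.129 with an estimated correlation), with 4 and 3 members lower with the block. For Alx1, Alx4 and Col3a1, LDHi+lactate replicate 3 was far below its group, at 0.38, 1.0 and 0.96 CPM, and both medians include that library. More of the change was undone in the eye list in 4 of 4 replicates, but the difference did not pass two-sided exact permutation tests over the LDHi and LDHi+lactate libraries (p = 0.0857 against pluripotency, 0.114 against neural crest and 0.0571 against mesenchyme, adjusted p = 0.19 for each over 5 lists). These tests take the libraries as unpaired. With 4 pairs the smallest exact p is 0.125, so a paired exact test could not decide this. The LDHi libraries shared by both comparisons are argued against as the cause of the return of the eye list. Its camera p with lactate was at most 2.02e-16 over 6 divisions of them (0.00398 with an estimated correlation). In the 17 genes not on the paper's list these were 5.44e-06 and 0.0243. Lower expression is argued against for pluripotency genes. The 12 members of the 3 lists at or above the eye list's median level, 9 of them pluripotency genes, had a median of 24.4% undone. It was 70.3% in the 9 called members of the eye list at that level. An effect of lactate that differs between tissues may account for the pattern and was not tested further.

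Among 249 groups of 4 libraries examined, 18 held a library far from the rest, and chance gives about 1 in 20 of such groups. The measure was the gap to the nearest library divided by the group's range (past Dixon's critical value). Both were taken on the log2 scale, whereas the CPM given below are linear. LDHi+lactate replicate 3 was the lowest of its group for the neural crest and matrix genes Alx1 (ratio 0.921, at 0.38 CPM against 2.83 to 3.36 in the others), Alx4 (0.941, at 1.0 CPM against 6.96 to 7.86) and Col3a1 (0.897, at 0.96 CPM against 20.8 to 29.6), and the highest for Six3 (0.832). LDHi+lactate replicate 2 was the lowest for A930001A20Rik (0.894), Hdac2 (0.842) and Pax6 (0.845) and the highest for Col1a2 (0.979) and Tdh (0.871), and replicate 4 was the highest for Sox2 (0.854). In LDHi, replicate 3 was the highest for Rax (0.902) and the lowest for Lhx2 (0.851) and Pax6 (0.905), replicate 1 was the highest for Col1a2 (0.846) and replicate 4 the highest for Gapdh (0.916). In control organoids, replicate 4 was the lowest for Pax2 (0.867), and replicate 2 was the highest for Klf4 (0.848) and the lowest for Tbx2 (0.867).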

How the results depend on the processing

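The alternatives that join the replicate block with another choice were added after the data were seen, and the cause of the differences was not tested. Over the 218 named genes, no alternative reversed the direction of a call. RLE size factors, library totals and at least 10 counts in every library left every count within 1.5 times the main one, and Tbx5 was not tested under the last. Genes lower in LDHi than in control numbered 386 and higher genes 161. They were 860 and 477 by DESeq2 with all 12 libraries, 817 and 503 by DESeq2 with the 2 groups compared, 213 and 91 by edgeR with these groups, 1787 and 1746 with the replicate block, 833 and 554 with the set as a term, 3 and 0 in replicates 1 and 2, and 63 and 47 in replicates 3 and 4. Leaving out 1 library gave 85 (LDHi replicate 2) to 597 (control replicate 2) lower genes and 25 to 275 higher genes (the same libraries), and 97 higher genes had a log2 fold change of at least 1.

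In LDHi+lactate against LDHi, 0 genes were called without the block by edgeR (603 at an unadjusted p under 0.05). Higher genes numbered 54 and 71 by DESeq2 with all 12 libraries and with the 2 groups, 1 with no filter, 101 with the replicate block, 1 with the set as a term and 0 to 2 with 1 library left out (2 without LDHi replicate 3). Lower genes numbered 2, 4 and, with the replicate block, 12. The overlap of lower genes in LDHi was 0, and 54 and 69 by DESeq2, 1 with no filter, 101 with the replicate block, 1 with the set as a term and 0 to 2 with 1 library left out. The overlap of higher genes was 0, and 2, 2 and 12 with the replicate block. Against control, LDHi+lactate had 0 calls without the block. Higher genes were 114 and 83 by DESeq2, 2 with no filter and 740 with the replicate block, and lower genes 120, 77 and 686.

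With the replicate block, LDHi against control gave 1017 lower and 801 higher genes by edgeR with the 2 groups, 1003 to 1469 and 823 to 1424 without a replicate, and 602 and 384 at a log2 fold change of at least 1. In LDHi+lactate against LDHi, the 101 higher and 12 lower genes became 355 and 132 by DESeq2 with all 12 libraries, 435 and 251 by DESeq2 with the 2 groups, 189 and 40 by edgeR with the 2 groups, 384 and 256 with no filter, and 61 and 1 at a log2 fold change of at least 1. Without replicate 1, 2, 3 or 4 the higher genes ranged from 3 (replicate 2) to 104 and the lower genes from 0 to 10. In LDHi+lactate against control, the 740 and 686 became 1204 and 1290 by DESeq2 with all 12 libraries, 1194 and 1291 with the 2 groups, 38 to 348 and 51 to 344 without a replicate (fewest without replicate 1), and 144 and 158 at a log2 fold change of at least 1. Lower genes were 1146 with no filter. The blocked overlaps of 101 lower and 12 higher genes became 334 and 102 by DESeq2 with all 12 libraries, 342 and 121 with the 2 groups, 344 and 179 with no filter, 3 to 104 and 0 to 10 without a replicate, and 60 and 0 at a log2 fold change of at least 1. With the LDHi libraries divided, they were 4 and 1 (replicates 1 and 2 against control), 1 and 0 (1 and 3), 8 and 0 (1 and 4), 0 and 0 (2 and 3), 29 and 1 (2 and 4) and 138 and 21 (3 and 4), where fewer libraries enter each comparison. Of the 87 gene list tests, 37 passed with camera, 8 with the correlation estimated, 10 with fry and 9 with the block and the correlation estimated, and 45 with the block alone.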

Differences from the paper's values

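The settings that join the replicate block with another choice were added after the data were seen. The paper states no fold threshold and no software for its calls beyond an FDR-adjusted p, and the counts here use that threshold. The labels name DESeq2 1.14.1, whereas the main model here is edgeR, so part of the differences may lie between these programs. The paper's text gives no direction for its 414 and 622 genes, and the direction used here is read from Fig. 6A. For genes lower in LDHi than in both control and LDHi+lactate, the paper's value is then 414. The count here is 0 by edgeR without the block and 54 by DESeq2 with all 12 libraries and no block. Of the 24 alternatives set before the data were examined, which gave 0 to 101, none came within 1.5 times of the paper's value. Of 12 settings chosen after the values were seen, 3 did: DESeq2 with all 12 libraries and the block (334, which leaves out 1 of the paper's 14 eye genes), DESeq2 with the 2 groups compared and the block (342, leaving out 0) and no filter with the block (344, leaving out 0). For genes lower in LDHi than in control that were not higher with lactate, as the group is read here from Fig. 6A, the paper's value is 622 and the count here is 386. Of the alternatives set before the data were examined, 6 came within 1.5 times: DESeq2 with all 12 libraries (806), DESeq2 with the 2 groups (748), library totals (422), the set as a term (832), and leaving out LDHi+lactate replicate 2 (447) or control replicate 2 (597). The others did not, with values from 3 to 1686. Of the settings chosen after the values were seen, edgeR with the 2 groups and the block (872, which leaves 3 of the 14 genes out of the overlap) and a log2 fold change of at least 1 with the block (542) did. For genes higher with lactate that were not lower in LDHi than in control, the paper's value is about 320 in Fig. 6A, read by eye, and the count here is 0, with 0 to 2 under the alternatives set before the data were examined and 0 to 93 under those chosen after.

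For Rax in LDHi against control, the paper's RT-qPCR in Fig. 2I gives a log2 ratio of -3.05 (SD 0.33, from 4 values per group in the source data, where the legend states n = 3) and the log2 fold change here is -2.03 (SD 0.74, n = 4). For Pax6 the paper's value is -0.96 (SD 0.23) and the one here is -0.62 (SD 0.31). Both are log2 values of other samples measured by another assay. Of the alternatives set before the data were examined, those within the larger error were replicates 1 and 2 only (-2.79 for Rax and -0.65 for Pax6), for Rax leaving out LDHi replicate 3 (-2.60), and for Pax6 leaving out LDHi replicate 1 (-0.65) or 4 (-0.66) or control replicate 2 (-0.70) or 4 (-0.75). The others were not. For Six3 and Lhx2 in Fig. 2I and for Rax and Six3 in Fig. 5C, the values were within the larger error. For Rax in LDHi against control, Fig. 5C gives a log2 ratio of -2.04 (SD 1.39), close to the -2.03 here.

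The paper names 14 eye genes as changed with lactate. Without the block edgeR called 0 of them with lactate and 10 with LDHi, where Aldh1a7, Fzd5, Tbx5 and Vax2 were not called. With lactate, 11 were called with the replicate block (not Fgf9, Tbx5 and Vax2) and 11 by DESeq2 with all 12 libraries (not Fzd5, Tbx5 and Vax2), both set before the data were examined, and 13 by DESeq2 with the 2 groups compared (not Pax2). All 14 were called in both comparisons by DESeq2 with the 2 groups and the block and by edgeR with no filter and the block. All 14 had the direction that the paper states in both comparisons.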

Other observations

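The splits of the libraries for LDHi+lactate without the block, the reassignment for its overlap and the comparison of replicate numbers with sets were chosen after the results were seen. Targets of FGF signaling were higher in LDHi: of 11 genes, 2 rose (7 when adjusted over the list alone), and 7 with the replicate block (median log2 fold change 0.50, adjusted p = 1.1e-06 from limma's camera, but adjusted p = 0.219 with an estimated correlation). They were Etv4, at 1.30 (standard error 0.29, adjusted p = 0.0315 from edgeR), and Etv5, at 1.29 (standard error 0.25, adjusted p = 0.0214), both ETS transcription factors, and neither was called between LDHi+lactate and LDHi by edgeR. Of 17 midbrain and hindbrain genes, 3 fell and 1 rose (6 fell and 3 rose with the block, and 7 fell and 2 rose when adjusted over the list alone). The hindbrain gene Hoxb1 changed by -2.51 (standard error 0.55, adjusted p = 0.0306) and Pax5, of the midbrain and hindbrain boundary, by 1.84 (standard error 0.41, adjusted p = 0.0315). The list's median was -0.76 in LDHi (adjusted p = 0.00927, but 0.446 with an estimated correlation) and -0.82 in LDHi+lactate, both against control (adjusted p = 0.000242, but 0.25 with an estimated correlation). Sox2, a factor of neural and pluripotent cells, rose with LDHi (0.61, standard error 0.12, adjusted p = 0.0227) and fell with lactate (-0.32, standard error 0.05, adjusted p = 0.0248 with the block, and 0.101 to 0.191 without replicate 1, 2 or 3). Etv4, Etv5, Hoxb1, Pax5 and Sox2 each lost the call with LDHi without control replicate 1 or 3 or LDHi replicate 2, and some without further libraries (adjusted p = 0.0509 to 0.105).

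Of 24 enzymes of histone acetylation and deacetylation, Kat2b (0.69, standard error 0.16, adjusted p = 0.0376) and Kat6b (0.63, standard error 0.14, adjusted p = 0.0288) rose with LDHi, and Hdac5 (-0.37, standard error 0.08, adjusted p = 0.0331) and Hdac7 (-0.61, standard error 0.13, adjusted p = 0.0288) fell (6 rose and 5 fell with the block, and 3 rose and 2 fell when adjusted over the list alone). The list as a whole was not called in any comparison (adjusted p = 0.683, 0.294 and 0.875). With lactate, lists of neural progenitors (median -0.27, adjusted p = 2.69e-05), neurons (-0.50, 0.000454), telencephalon (-0.42, 0.00237), hypothalamus and diencephalon (-0.40, 0.00152) and pluripotency (-0.32, 9.28e-06) were lower than in LDHi by camera, but with an estimated correlation the adjusted p was 0.332, 0.725, 0.482, 0.396 and 0.446. The pigment epithelium list had a median of 1.05 with lactate (adjusted p = 1.74e-08, but 0.144 with an estimated correlation, and 0.034 with the block as well) and 6 of its genes rose with the block. The retinoic acid list had a median of 0.67 with lactate (adjusted p = 1.2e-13, and 0.000803 with an estimated correlation), 3 of its genes rose with the block, and it stayed lower than in control (-0.56, adjusted p = 2.43e-06, and 0.00824 with an estimated correlation). The neural crest and mesenchyme lists were higher with lactate by camera (adjusted p = 0.000331 and 7.16e-05, but 0.332 and 0.2 with an estimated correlation). In LDHi against control, the cell cycle (median 0.15, adjusted p = 0.0139, but 0.725 with an estimated correlation) and cholesterol synthesis lists (0.20, 0.00522, but 0.726) were called. Those of telencephalon (adjusted p = 0.0841), hypothalamus and diencephalon (0.611), neural progenitors (0.172), neurons (0.519), hypoxia (0.294), WNT (0.976), BMP (0.0806) and hedgehog targets (0.294), endoderm (0.0764), mesoderm (0.192) and surface ectoderm (0.664) were not. The surface ectoderm list had a median of -0.32 with a test direction of higher, and with the block the telencephalon and endoderm lists passed (0.027 and 0.00416, but 0.411 and 0.452 with an estimated correlation). In the hypoxia list Ndrg1 rose with LDHi (0.79, standard error 0.16, adjusted p = 0.0215). Kat2b, Kat6b, Hdac5, Hdac7 and Ndrg1 each lost the call without control replicate 1 or 3 or LDHi replicate 2, and some without further libraries (adjusted p = 0.0558 to 0.126).

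Libraries with the same replicate number deviated together (mean correlation across genes 0.471). Those of different numbers had a mean of -0.00897 in the same set and of -0.23 in different sets (-0.544 to 0.171). Libraries thus also resembled their own set more than the other set. The difference of 0.48 between the same number and different numbers in the same set argues against the sets as the whole cause. The sets differ in labelled cell type and in depth. Shared days or cultures may account for the difference of 0.48 but are not named in the labels. For LDHi against control without the block, the real split gave 547 calls, was the 1 of 35 splits with as many, and the highest other gave 0, but only 8 of the splits part all pairs as the real one does, too few for a share under 0.05. The same 8 are too few with the block: the real split gave 3533 and the highest other 24 for LDHi against control, 113 and 0 for LDHi+lactate against LDHi, and 1426 and 0 for LDHi+lactate against control. Without the block the last comparisons gave 0 calls in the real split, which all 35 splits equal or exceed by necessity, so these counts decide nothing about chance. The highest others, 648 and 1564, were the splits of replicates 1 and 2 from replicates 3 and 4, which points to a structure of the samples. The overlap of lower genes without the block was 0 in the real grouping, which all 100 drawn must equal or exceed (234 at most), so it decides nothing either. With the block, the real grouping gave an overlap of 101, was the 1 of 50 with as many, and the highest other gave 3. Reassigned labels also remove the difference between LDHi and control. These groupings thus argue only against chance with no effect of either treatment, and cannot decide whether lactate alone gave the overlap.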
